# Genome annotation with long RNA reads reveals new patterns of gene expression and improves single-cell analyses in an ant brain

**DOI:** 10.1186/s12915-021-01188-w

**Published:** 2021-11-27

**Authors:** Emily J. Shields, Masato Sorida, Lihong Sheng, Bogdan Sieriebriennikov, Long Ding, Roberto Bonasio

**Keywords:** Iso-Seq, Long-read RNA-seq, *Harpegnathos saltator*, Ants, Genome annotation, 3′ UTR annotation, Single-cell sequencing, Alternative splicing

## Abstract

**Background:**

Functional genomic analyses rely on high-quality genome assemblies and annotations. Highly contiguous genome assemblies have become available for a variety of species, but accurate and complete annotation of gene models, inclusive of alternative splice isoforms and transcription start and termination sites, remains difficult with traditional approaches.

**Results:**

Here, we utilized full-length isoform sequencing (Iso-Seq), a long-read RNA sequencing technology, to obtain a comprehensive annotation of the transcriptome of the ant *Harpegnathos saltator*. The improved genome annotations include additional splice isoforms and extended 3′ untranslated regions for more than 4000 genes. Reanalysis of RNA-seq experiments using these annotations revealed several genes with caste-specific differential expression and tissue- or caste-specific splicing patterns that were missed in previous analyses. The extended 3′ untranslated regions afforded great improvements in the analysis of existing single-cell RNA-seq data, resulting in the recovery of the transcriptomes of 18% more cells. The deeper single-cell transcriptomes obtained with these new annotations allowed us to identify additional markers for several cell types in the ant brain, as well as genes differentially expressed across castes in specific cell types.

**Conclusions:**

Our results demonstrate that Iso-Seq is an efficient and effective approach to improve genome annotations and maximize the amount of information that can be obtained from existing and future genomic datasets in *Harpegnathos* and other organisms.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-021-01188-w.

## Background

Improved sequencing technologies have enabled studies in previously inaccessible organisms, but annotations remain the bottleneck to thorough genomic and epigenomic analyses. Specifically, gene annotations of many non-model organisms suffer from the limitations imposed by their reliance on traditional, short-read RNA-seq coupled with gene prediction software [1–3]. This approach can identify splice junctions but cannot capture complex combinations of exons that define full transcript isoforms. Furthermore, local fluctuations of RNA sequencing coverage can make it difficult to identify the 5′ and 3′ untranslated regions (UTRs), resulting in inaccurate transcription start sites (TSSs) and transcription termination sites (TTSs) [4]. Inaccurate annotation of the 3′ end of genes is especially problematic for the analysis of droplet-based single-cell RNA sequencing data, such as those obtained with the widely used 10x Genomics 3′ gene expression platform [5] or Drop-seq [6], both of which have a strong 3′ bias due to the capture of transcripts using an oligo-dT sequence [7].

Just as long-read sequencing of DNA has led to better genome assemblies [8, 9], long-read sequencing of RNA molecules can be used to address the limitations of short-read-based annotation. PacBio Single Molecule Real-Time (SMRT) sequencing for RNA, called Iso-Seq, produces full-length transcript sequences, resolving issues of isoform reconstruction and accurate identification of the end of transcripts. Iso-Seq has been used in many settings and organisms to reveal alternative polyadenylation sites [10], provide insight into alternative splicing [11], and identify tissue-specific transcriptional isoforms [12]. The genome of the ant *Harpegnathos saltator* was first sequenced in 2010 [13], was improved using Pacific Biosciences (PacBio) long-read DNA sequencing in 2018 [9], and was re-annotated by NCBI (NCBI Release 102, released in 2018 [14];). While long-read DNA sequencing technology was utilized to great effect to improve the reference *Harpegnathos* genome assembly, existing gene annotations still suffered from the shortcomings listed above, imposed by their reliance on traditional, short-read RNA-seq coupled with gene prediction software.

*Harpegnathos* is a promising model system to study the epigenetic regulation of brain and behavioral plasticity. Similar to colonies of other social insects, *Harpegnathos* colonies are founded by a mated reproductive female (“queen”) and contain many non-reproductive individuals (“workers”) that carry out all tasks necessary for colony survival. As in most social insect species [15], *Harpegnathos* queens and workers differ greatly in reproductive physiology, social status and behavior, and lifespan, despite possessing the same genomic instructions. In addition, *Harpegnathos* ants display a rare form of phenotypic plasticity: workers retain the ability to convert to reproductive individuals called “gamergates” throughout their adult life [16, 17]. In the absence of a dominant reproductive, *Harpegnathos* workers participate in a ritual dueling tournament, whereby winners become gamergates that activate their ovaries and acquire a queen-like social status [18, 19]. Workers that become gamergates lay eggs, cease activities associated with the worker caste [20], and acquire a longer lifespan [21]. Previous works identified changes in brain transcriptomes [20] and cell type proportions [22] following this behavioral transition, establishing *Harpegnathos* as a powerful model for studying the epigenetic regulation of brain and behavioral plasticity.

Here, we use Iso-Seq long-read RNA sequencing to further improve the genomic infrastructure for genomic and epigenomic studies in *Harpegnathos* by generating more comprehensive annotations of splice isoforms and gene boundaries. These new annotations resulted in greatly improved analyses of bulk and single-cell RNA-seq, which revealed new caste-specific genes and splicing events and extended the reach of our single-cell atlas of the *Harpegnathos* brain.

## Results

### Using Iso-Seq to update *Harpegnathos* gene annotation

We previously generated a single-cell RNA-seq atlas of the *Harpegnathos* brain during the worker–gamergate transition and discovered extensive changes in cell type composition in glia and neurons [22]. While inspecting these sequencing data [23], we noticed that in many cases, even when using the latest NCBI annotation (NCBI Release 102; hereafter referred to as HSAL50), the single-cell RNA-seq reads mapped outside gene model boundaries, typically donwstream of the annotated TTS, resulting in decreased coverage and information loss. As an example we show the case of the *Ref1* gene (Fig. 1A, red box), resulting in decreased coverage and information loss. Motivated by examples such as this and by a desire to obtain a more comprehensive catalog of splicing isoforms, we sought to improve the *Harpegnathos* gene annotations using PacBio Iso-Seq long RNA reads.

**Fig. 1:**
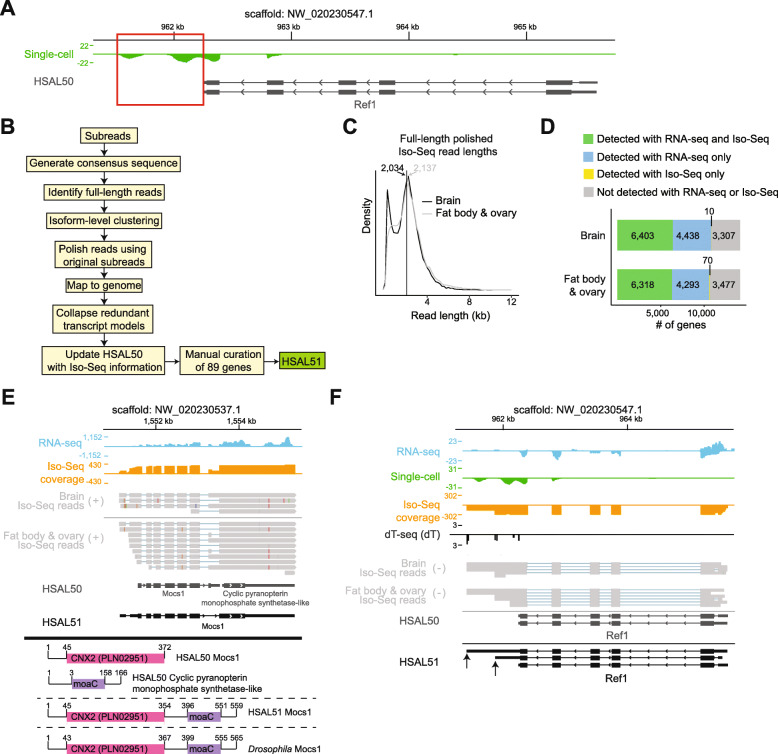
Iso-Seq improves gene models in *Harpegnathos.* **A** A gene with an incomplete 3′ UTR in the current annotation that precludes accurate quantification of single-cell RNA-seq signal. Pooled single-cell RNA-seq from worker (*n* = 6) and gamergate (*n* = 5) brains [22] is shown. Scale represents counts per million. Red box indicates reads not assigned to the gene model. **B** Pipeline used for genome annotation. Iso-Seq reads from brains and fat body/ovary were processed and collapsed. The resulting Iso-Seq-based annotation was combined with the existing HSAL50 to produce an updated annotation, HSAL51. **C** Size distribution of polished, full-length Iso-Seq reads in brain and fat body/ovary. Vertical lines indicate median. **D** Number of genes detected in each Iso-Seq sample compared to short-read RNA-seq. **E** Example of a HSAL51 gene model derived from merging two incorrectly separated gene models in HSAL50. Coverage from short-read RNA-seq (blue) and Iso-Seq (orange) is shown in counts per million. Individual Iso-Seq reads from are also shown (gray). Below, the conserved domains on each relevant HSAL50 and HSAL51 gene are shown along with the conserved domains on *Drosophila Mocs1*. A subset of the HSAL51 *Mocs1* isoforms are shown. **F** Same locus as in **A**, now including the updated HSAL51 annotation for *Ref1*, and showing RNA-seq and Iso-Seq coverage along with dT-seq and raw Iso-Seq reads. Scales represent counts per million. A subset of HSAL51 isoforms is shown and newly annotated TTSs are indicated by arrows

To maximize library complexity, we sequenced two separate polyA+ Iso-Seq libraries: one from a pool of *Harpegnathos* brains from different castes, and one from a mixture of ovary and fat body tissues. After processing the raw PacBio subreads (Additional File 1: Fig. S1A and Fig. 1B), we obtained 34,867 and 33,520 full-length “polished” reads with median length of 2034 bp and 2137 bp for the brain sample and the fat body/ovary sample, respectively (Fig. 1C). After aligning the polished Iso-Seq reads to the *Harpegnathos* genome, we compared gene coverage with that of previously obtained short-read RNA-seq in matching tissues [9, 24]. More than half of the genes detectable (RPKMs > 0.5) in our collection of deep short-read RNA-seq were also covered by Iso-Seq reads (Fig. 1D). As expected, genes detected by Iso-Seq tended to be more highly expressed (Additional File 1: Fig. S1B). From the mapped reads, we collapsed redundant transcript models, generated predicted isoforms for each of the Iso-Seq libraries, and used these isoforms to refine the existing HSAL50 annotation. We further improved these models by manually adding 89 genes and reviewing all merged genes (Additional File 1: Fig. S1C and Additional File 2: Table S1–3) and designated this upgraded annotation as HSAL51.

Overall, HSAL51 contained 13,957 gene models that corresponded unambiguously to HSAL50 genes, 392 new genes either predicted from Iso-Seq signal or added manually (Additional File 2: Table S1–2), and 57 gene models that merged two or more HSAL50 gene models into a single one in HSAL51 (Additional File 1: Fig. S1D and Additional File 2: Table S3). 

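The count tables of the worker brain libraries described under Fig. 3G list the gene models of both annotations. The HSAL50 table lists 14158 gene models and the HSAL51 table 14406, and 13957 identifiers are present in both. Of the 449 identifiers present only in HSAL51, 392 are listed as new, 89 of them in Table S1 and 303 in Table S2, and 57 are the merged models of Table S3. Of the 201 identifiers present only in HSAL50, 114 are the parts of the merged models, 57 are listed in Table S1 as replaced, and 30 are in neither table. Summed over the 26 libraries, 13174 of the shared models, 377 of the new models, and each of the 57 merged models had at least 1 read in HSAL51. The models of Table S2 held 2.90% ± 0.406 (SD, n = 26) of the HSAL51 reads of a library, and the models of Table S1 held 0.868% ± 0.168 (SD, n = 26), nearly all of it on the 26 models with mitochondrial names. The new model with most reads was mt:COI, with 71096 ± 9730 reads per library (SD, n = 26), followed by mt:COIII, with 20343 ± 3528 reads, and mt:COII, with 18740 ± 2836 reads. Of the models in Table S2, G3700 had most reads, with 14773 ± 2475 per library. On the assembly used by the paper, it lies on scaffold NW_020229988.1 from position 1513991 to 1518313 on the plus strand. The next was G11390, on scaffold NW_020230490.1 from position 469538 to 477815 on the plus strand, with 14163 ± 2874 reads per library. Of the 57 merged models, 55 had parts with a mean of at least 10 reads per library in HSAL50, and each of these 55 had more reads in HSAL51 than its parts together, with at least 10% more reads in 26 of them. The largest ratio was that of LOC105188517.LOC112589549, with 5484070 reads in HSAL51 against 724690 on its 2 parts, a ratio of 7.57 that was above 1 in 26 of 26 libraries. The next largest ratio among the 55 was 3.31.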

An example of a merged gene was the combination of two adjacent HSAL50 genes, each of which contained one of the two known *Drosophila melanogaster* MOCS1 protein domains; the resulting merged gene model for *Mocs1* in HSAL51 encodes a protein with a domain structure identical to its ortholog in *Drosophila* (Fig. 1E). Returning to the example of *Ref1* (Fig. 1A), Iso-Seq reads indicated the existence of at least two isoforms with TTS downstream of the one annotated in HSAL50, which captured the single-cell sequencing signal missed with the old annotation (Fig. 1F, arrows). For additional verification of the TTSs predicted in our new annotation, we devised a custom RNA-seq protocol that compares short reads obtained with an anchored oligo-dT primer with random hexamers to remove signal from internal A-stretches and identifies the position of the polyA tail on mature mRNAs (“dT-seq,” Additional File 1: Fig. S1E–F, see methods). In the case of *Ref1*, dT-seq signal analyses confirmed the existence of the new termination sites (Fig. 1F).

Thus, using long-read sequencing, we updated the *Harpegnathos* gene annotation and recovered gene models that were split incorrectly in the HSAL50 assembly or that did not have a correctly annotated 3′ UTRs.

### Comprehensive annotation of transcriptional isoforms with Iso-Seq

Since its development in 2013 [25], Iso-Seq has been performed on a genome-wide scale in a range of plants and animal species to improve the annotation of transcriptional isoforms [11, 26–28]. The ability of Iso-Seq to sequence RNA molecules in their entirety confers an advantage in detecting splicing patterns compared to the typical short-read annotation strategy of relying on reads that cover a limited span across splice junctions. Indeed, HSAL51 contained a greater number of annotated transcripts with distinct splicing patterns (i.e., beyond simple extension of 5′ or 3′ UTRs) (Fig. 2A). In addition, gene models in HSAL51 exhibited more instances of all seven types of alternative splicing [29]: skipped exon (SE), mutually exclusive exons (ME), alternative 5′ splice site (A5), alternative 3′ splice site (A3), retained introns (RI), alternative first exon (AF), and alternative last exon (AL) (Fig. 2B). Examples of genes with newly annotated alternative splicing events are presented in Additional File 3: Fig. S2A–C.

**Fig. 2:**
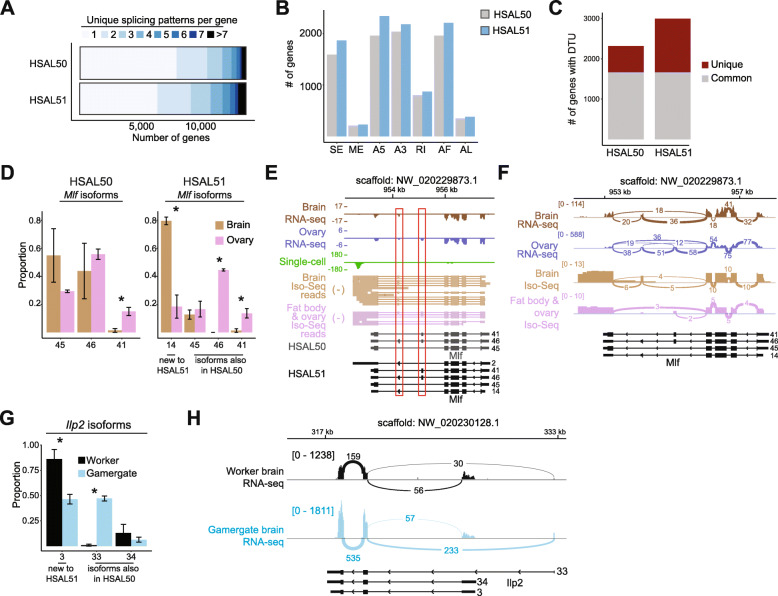
Differential transcript usage in tissues and castes. **A** Number of splicing isoforms per gene in HSAL50 and HSAL51. **B** Number of genes with select alternative splicing events (SE = skipped exon; ME = mutually exclusive exons; A5 = alternative 5′ splice site; A3 = alternative 3′ splice site; RI = retained intron; AF = alternative first exon; AL = alternative last exon) in HSAL50 and HSAL51. **C** Number of genes with differential transcript usage (adjusted *P* value (padj) < 10^−5^, maximum difference in proportion between isoforms (maxDprop) > 0.5, and fraction of replication iterations that support a positive DTU classification (rep_dtu_freq_threshold) > 0.8) between at least two tissues out of brain, ovary, fat body, retina, optic lobe, and antenna. Genes identified as differentially spliced in both HSAL50 and HSAL51 are represented in gray, while genes identified in only one annotation are in red. **D** Tissue-specific isoform usage for *Mlf* (identified as DTU gene, padj < 10^−10^) according to HSAL50 (left) or HSAL51 (right) annotation. Proportions were calculated for each replicate, then averaged within condition. *, *p* < 0.05. **E**, **F** Genome browser (**E**) and sashimi plot (**F**) view of *Mlf* showing tissue-specific alternative isoforms. Splice junction line widths are scaled to the number of reads spanning the splice junction and the total number of reads mapped to *Mlf* for each tissue. **G** Caste-specific isoform usage in the brain for *Ilp2* (identified as DTU gene, padj < 10^−10^). Proportions were calculated for each replicate, then averaged within condition. *, *p* < 0.05. **H** Sashimi plot for the *Ilp2* gene. Splice junction line widths are scaled to the number of reads spanning the splice junction and the total number of reads mapped to *Ilp2* for each caste

Next, we identified genes whose relative transcript expression varies between tissues (also called differential transcript usage, or DTU) [30] using previously published bulk RNA-seq data from 6 *Harpegnathos* tissues: non-visual brain, ovary, fat body, retina, optic lobe, and antenna [9, 31]. Most genes (80%) exhibiting DTU in HSAL50 between at least two tissues were also detected in HSAL51, but the number of genes displaying DTU increased by 681 in the new annotation (Fig. 2C). For example, a newly annotated isoform (isoform 14) of the *myeloid leukemia factor* (*Mlf*) gene accounted for 80% of transcripts produced in the brain (Fig. 2D). This isoform contained exon 6 but not exon 5 of *Mlf* (Fig. 2E, F) and was not identified with short reads alone, highlighting the power of Iso-Seq in untangling complicated exon structures, especially in cases of mutually exclusive exons. Once annotated, short reads spanning the alternative splice junctions could be properly assigned to this isoform resulting in the identification of brain-specific DTU.

In addition to genes with DTU between tissues, we identified several genes with caste-specific transcript usage in the brain using previously published RNA-seq from *Harpegnathos* [24]. One notable gene with caste-biased isoforms between workers and gamergates was *insulin-like-peptide 2* (*Ilp2*; *LOC105188195*), a gene similar to canonical insulin whose absolute transcript levels are higher in the brains or heads of reproductive individuals compared to those of non-reproductives in many ant species [32]. In general, insulin signaling has been identified as a key pathway regulating caste identity in social insects [33]. In addition to the higher gene-level *Ilp2* expression in brains of *Harpegnathos* gamergates compared to workers (Additional File 3: Fig. S2D), isoforms 3 and 33 were used at different levels between the castes (Fig. 2G), with the upstream first exon being used more frequently in gamergates compared to workers (Fig. 2H). While these alternative splicing events appear to only affect the 5′ UTR, they might still have important consequences on insulin signaling, for example by regulating translation of the resulting mRNA, as observed in mammals [34, 35]. Upon reanalysis of published data [32, 36–38], two other ant species, the carpenter ant *Camponotus planatus* (Formicinae) and the giant ant *Dinoponera quadriceps* (Ponerinae), also displayed caste-biased selection of the first exon in brains (Additional File 3: Fig. S2E–F). In both species, as in *Harpegnathos*, the reproductive caste was more likely than the non-reproductive caste to use the upstream first exon, suggesting that alternative splicing of *Ilp2* mRNA might be an evolutionary conserved mechanism for the caste-specific regulation of the insulin pathway.

Together, these analyses demonstrate that an Iso-Seq-enriched genomic annotation captures a greater complexity in the transcriptome which, in turn, can provide a comprehensive view of alternative splicing events between different biological samples—in this case tissues and castes.

### Extended 5′ and 3′ gene boundaries increase sensitivity of bulk RNA-seq

In addition to a more comprehensive view of transcriptional isoforms originating from alternative splicing, the long reads of Iso-Seq are expected to contain more complete UTRs in 3′ and, to some extent, 5′, resulting in more accurate annotation of TTSs and TSSs, respectively, extending the mappable regions of the gene models. Consistent with these expectations, for 45% of all gene models, the exons annotated in HSAL51 covered a larger (median extension, + 20%) sequence than in HSAL50, whereas only 5% resulted in smaller gene models and even those were minimally impacted (median contraction, − 2%) (Fig. 3A, B). This remarkable growth in annotated exonic space was largely due to the extension of 3′ UTR using newly annotated TTSs (5338 transcripts among 4269 genes) and, to a smaller degree, to the extension of 5′ UTRs using newly annotated TSSs (2878 transcripts) (Fig. 3C). Transcripts were typically extended by more base pairs at the TTS compared to the TSS (Fig. 3D), with median extension length of 251 nt and 31 nt, respectively.

**Fig. 3:**
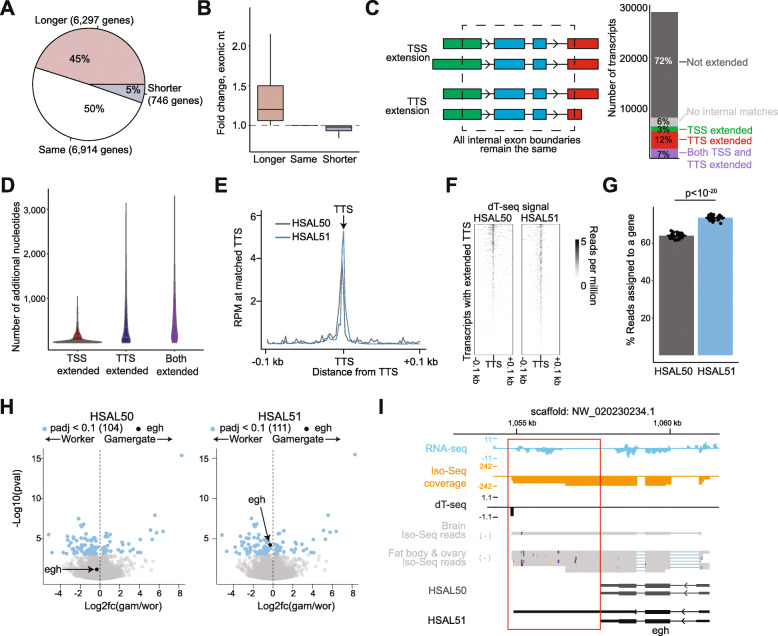
Extensions at 5′ and 3′ ends of genes improve analysis. **A** Number of genes whose exons cover the same, more, or fewer base pairs in HSAL51. **B** Fold-change in nucleotides covered by exons for each category in **A**. **C** Scheme depicting TSS or TTS extension (left) and the percent of genes with no change, no match (no transcript with the same internal exon boundaries), TSS extension, TTS extension, or both TSS and TTS extension (right). **D** Average number of nucleotides added to transcripts with TSS and/or TTS extension. **E**,**F** Metaplot (**E**) and heatmap (**F**) of dT-seq coverage in a 0.2-kb window around TTSs of transcripts with TTS extended by at least 200 nucleotides. **G** Percent of RNA-seq reads from worker brains mapping to features in HSAL50 or HSAL51. *P* value is from a paired Student’s *t* test. **H** Volcano plots of differential expression between gamergate (*n* = 12) and worker (*n* = 11) for HSAL50 (left) and HSAL51 (right). Genes with a padj < 0.1 are highlighted in blue. An example of a gene that is identified as differentially expressed in HSAL51 but not HSAL50 (*egh*) is highlighted in black. **I** Genome browser view of *egh* shows RNA-seq reads aligned to the extended portion of *egh*, which is supported by Iso-Seq reads. A subset of HSAL51 isoforms is shown

To confirm that these 3′ UTR extensions originated from the annotation of bona fide TTSs, we analyzed the position of polyA tails, as determined by dT-seq (see Additional File 1: Fig. S1E), relative to the HSAL50 and HSAL51 gene models. As expected, the dT-seq signal accumulated at TTSs in both annotations, and it was stronger at the TTSs of HSAL51 gene models as compared to HSAL50 (Additional File 4: Fig. S3A), including in a comparison of gene models with extended TTSs in HSAL51 (Fig. 3E, F), demonstrating the accuracy of the newly annotated downstream TTSs.

To evaluate the effect of the new annotation on RNA-seq mapping rates, we calculated the mapping rate of aligned reads using a newly generated dataset of *Harpegnathos* worker brains, which were not used in the construction of the HSAL50 (or HSAL51) annotations. 

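The new dataset comprised 26 RNA-seq libraries from *Harpegnathos* worker brains, and according to the methods each brain was processed separately. The libraries are labeled with a day, with 4 libraries each for day 0 and day 3 and 2 libraries each for days 5, 9, 11, 21, 27, 28, 31, 84, and 85. The labels call this number the age, the summary deposited with the data speaks of removal from the colony and does not list day 21, and the methods speak of transitioning ants, so the event from which the days were counted is uncertain. The libraries were sequenced in 2 runs, 14 in run 1 and 12 in run 2, and day 0 was the only day with libraries in both runs. The authors aligned the reads with STAR, with --alignIntronMax set to 50000 and the other parameters at their defaults, and counted reads per gene model with the union mode of summarizeOverlaps in GenomicRanges, which drops a read that overlaps more than 1 gene model. The reads of each library were counted once on HSAL50 and once on HSAL51, and the authors deposited these raw counts without normalization. Between 10442211 and 14489670 reads per library were assigned to gene models in HSAL50, with a median of 13126358. In HSAL51, between 11924947 and 16706280 reads per library were assigned, with a median of 15164426. Median depth in HSAL51 was 14450428 reads in run 1 and 15884768 reads in run 2. No replicate pair of a day had identical counts. Replicate libraries differed by more than sampling noise, with a chi-square per degree of freedom of at least 11.1 over the 17 pairs. This argues against copies of 1 library, but separate libraries of 1 brain could also differ by more than sampling noise. Each library was treated as a separate replicate, which rests on the methods' statement that brains were processed separately. The counts were compared library by library between the annotations as deposited, without scaling, because both counts of a library come from the same reads.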

Significantly more reads mapped to annotated exons in HSAL51 (Fig. 3G). This improvement in RNA-seq mapping rates had tangible benefits on the biological interpretation of sequencing datasets, such as, for example, the identification of additional differentially expressed genes in pairwise comparisons. 

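In each of the 26 libraries, more reads were assigned to gene models in HSAL51 than in HSAL50. The increase was smallest in day 31 replicate 1, at 11.1%, and largest in day 9 replicate 1, at 17.1%. Its median was 15.2% and its mean 15.0% ± 1.69 (SD, n = 26 libraries). Counted in reads, between 1214611 and 2363555 more reads per library were assigned, with a median of 1966933. The log2 ratio of HSAL51 to HSAL50 reads averaged 0.20, and a two-sided paired sign-flip permutation test on this ratio gave p = 1e-05, the smallest value that 100000 resamples can give. With n = 26 libraries, the paired Student's t test named in the figure legend gave p = 3.56e-26 on the same log2 ratios (two-sided). The increase was present in all 14 libraries of run 1, with a median of 14.1% (exact two-sided sign-flip permutation test, p = 0.000122), and in all 12 libraries of run 2, with a median of 16.4% (same test, p = 0.000488), and both p-values are the smallest that these numbers of libraries allow. The mean increase was 14.0% ± 1.65 (SD, n = 14) in run 1 and 16.1% ± 0.815 (SD, n = 12) in run 2, a difference of 2.11 percentage points (two-sided permutation test with 100000 resamples, p = 0.00047). At day 0, the only day sequenced in both runs, the difference was 0.930 percentage points with 2 libraries per run (exact permutation test, p = 0.333, the smallest that 2 against 2 libraries allow). Of the alternatives tried, counting only gene identifiers present in both annotations moved the increase most, to a median of 10.2%. Fig. 3G gives the reads as a percent of the aligned reads, and the number of aligned reads per library was not used here. From the larger share of reads on annotated features in HSAL51, the paper reasons that the new annotation improved RNA-seq mapping rates.

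**Figure D1:**
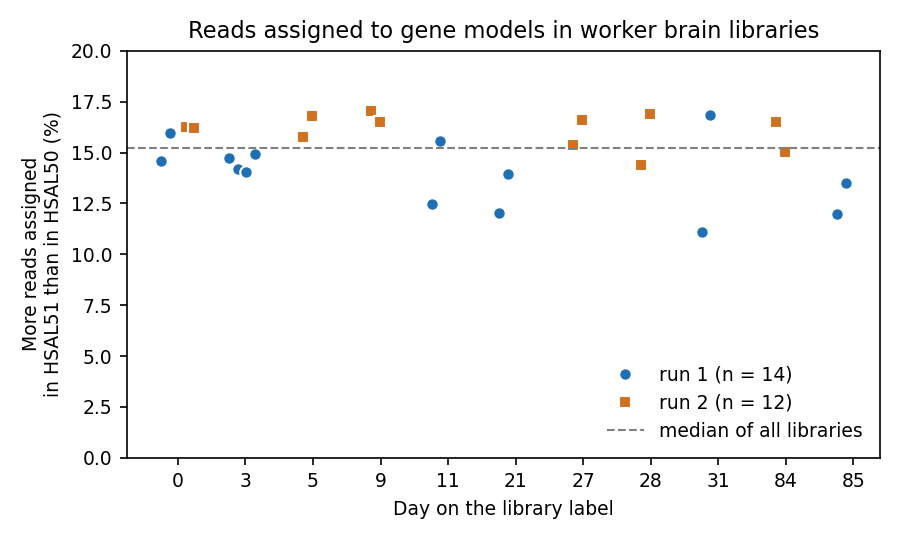
Percent more reads assigned to gene models in HSAL51 than in HSAL50 (y axis, starting at 0) for each worker brain library, by the day on its label (x axis, days as categories). Each point is a library, replicates of a day stand side by side, blue circles are the 14 libraries of run 1, orange squares the 12 libraries of run 2, and the dashed line is the median of 15.2%. All points lie between 11.1% and 17.1%.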

Reanalyzing the worker *vs.* gamergate transcriptomes [20, 24] with the new annotation identified the *egh* gene as significantly upregulated in workers (Fig. 3H). The *Drosophila* homolog of this gene is involved in the sex-peptide response and is implicated in the regulation of mating and egg-laying [39], suggesting a biological explanation for its caste-specific expression in *Harpegnathos*. Iso-Seq reads indicated the existence of a longer gene model for *egh* (Fig. 3I), which increased the number of reads mapping to this gene (Additional File 4: Fig. S3B) and resulted in its confident identification as caste-specific.

These results show that the addition of Iso-Seq information extends the annotated gene models, allowing for the extraction of more information from RNA-seq experiments and resulting in higher sensitivity for differentially expressed genes.

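Per gene, the gain in reads in the worker brain libraries was unevenly spread. Among the gene models present in both annotations, 10440 had a mean of at least 10 reads per library in either of them. Of these, 1689 (16.2%) had at least 10% more reads in HSAL51 when the libraries were summed, with a median ratio of 1.27, and 1651 of them were higher in every library. Conversely, 189 gene models (1.81%) had at least 10% fewer reads, with a median ratio of 0.349, and 176 of them were lower in every library. The sum was equal in both annotations for 3290 gene models. These counts use reads as deposited. With reads divided by the total of assigned reads of the library in place of raw reads, 870 gene models had at least 10% more and 7807 at least 10% fewer, because the total in HSAL51 is larger. The largest gain among shared models was that of *mub* (LOC105187517), which rose from 198158 to 1500496 reads, a log2 ratio of 2.89 ± 0.10 (SD, n = 26 libraries). The next largest gains were those of *spab* (LOC105189902), with a log2 ratio of 1.80 ± 0.09, LOC105190174, with 2.16 ± 0.08, *Atpalpha* (LOC105182517), with 1.24 ± 0.10, and LOC105190742, with 1.70 ± 0.10. The largest log2 ratio among genes with a mean of at least 50 reads per library was 4.58 ± 0.65 for Trnal-uaa, which rose from 212 to 4880 reads, followed by 3.49 ± 0.20 for LOC105187028, 3.26 ± 0.13 for LOC112590277, and 3.02 ± 0.15 for LOC105190879. Each of these genes was higher in 26 of 26 libraries (two-sided paired sign-flip permutation test with Benjamini-Hochberg adjustment over 37 genes, adjusted p = 1.09e-05 for each, set by the smallest p that the resamples can give). The lowest ratios were those of gene models that are listed in HSAL51 but had 0 reads there. *RpS27A* (LOC105185137) had 63520 reads in HSAL50 and 0 in HSAL51, at least 21173-fold lower when the 0 is set to a floor of 3 counts. Both counts come from the same reads, so this fold describes how reads are assigned in each annotation, not a change in expression. LOC109504571 fell from 53233 reads to 0, LOC105184737 from 43369, LOC112590335 from 16816, and LOC105189553 from 12285, each in 26 of 26 libraries (same permutation test, adjusted p = 1.09e-05 for each). For none of these genes did a gene model of HSAL51 gain between 0.9 and 1.1 times the lost reads in every library. A model that took these reads and gained others as well would be missed by this limit, so a move of the reads stays open. The genes with the largest gains and the highest and lowest log2 ratios were picked by these values among shared models. Their p-values are thus no separate test of a change, and the adjustment covers only the 37 named genes.

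**Figure D2:**
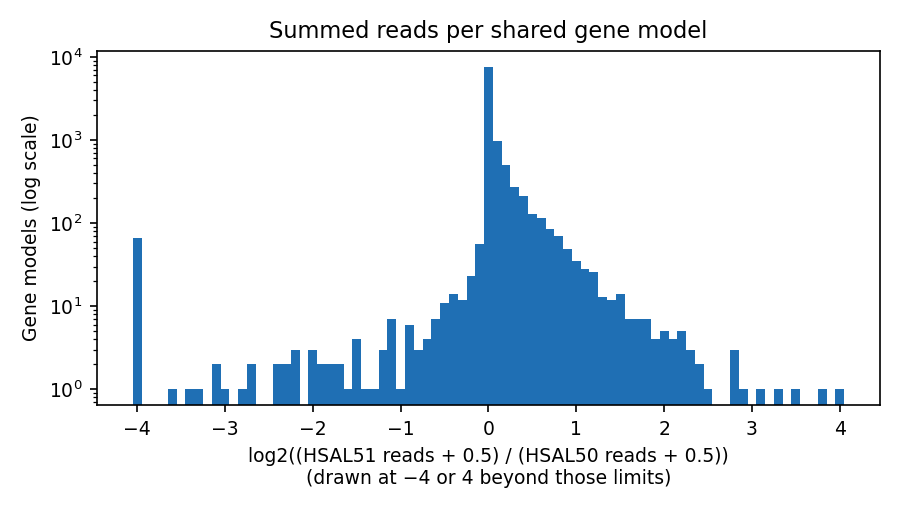
Distribution of the log2 ratio of summed reads in HSAL51 to HSAL50 (x axis, 0.5 added to each sum) over the 10440 shared gene models with a mean of at least 10 reads per library in either annotation. The y axis is the number of gene models on a log scale, and ratios beyond the limits are drawn in the outermost bars. Most models stand at or near 0, with 1689 at least 10% higher and 189 at least 10% lower.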

### Iso-Seq-based annotation improves single-cell analyses

Given the 3′ bias of the most widely used techniques for droplet-based single-cell sequencing, we reasoned that these analyses would be improved by the more accurate 3′ UTR annotations found in HSAL51. Indeed, the mapping rate of 10x Genomics single-cell RNA-seq reads from our previous worker–gamergates comparison [22, 23] increased in average by 44% (Fig. 4A). This resulted in substantially increased counts for a large majority of annotated genes, including several with important functions in the brain (Fig. 4B, below diagonal). In all 11 samples analyzed, increased mapping rates resulted in improvements for the total number of cells identified, as well as the average unique molecular identifiers (UMIs) and genes detected per cell (Fig. 4C). Overall, the total number of cells passing quality thresholds increased by 18% from 20,729 using the HSAL50 annotation to 24,560 using HSAL51 (Fig. 4D, Additional File 5: Fig. S4A), showing the importance of accurate 3′ UTR annotations to extract the maximum amount of information from single-cell RNA-seq data.

**Fig. 4:**
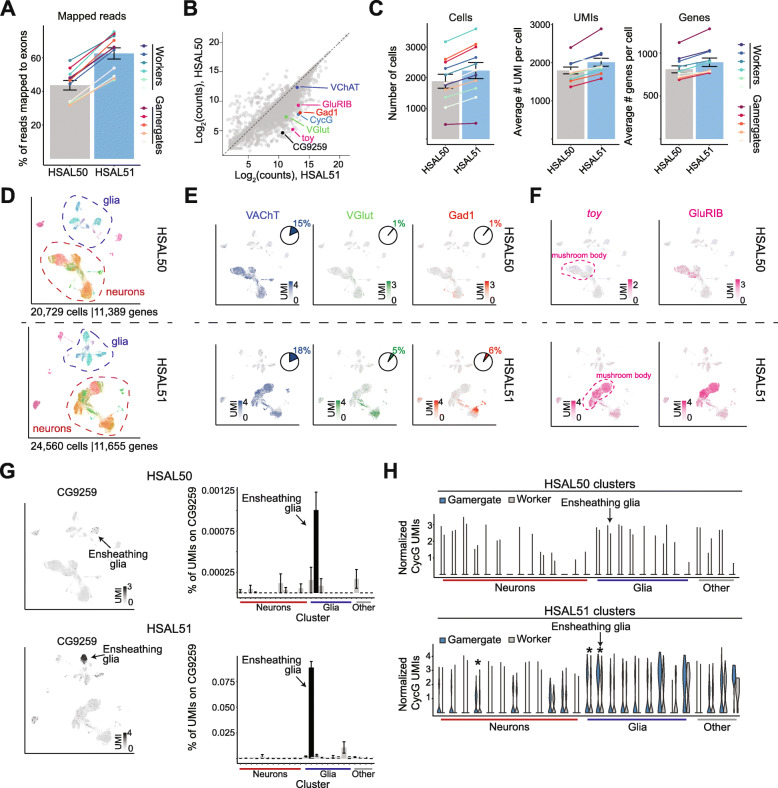
Iso-Seq assemblies improve single-cell sequencing analysis. **A** % of single-cell RNA-seq reads mapped to exons in HSAL50 vs. HSAL51. *P* value is from a paired Student’s *t* test. **B** UMI counts per gene in HSAL50 vs. HSAL51. Each dot is a gene. Genes of interest for subsequent analyses are highlighted. **C** Number of cells (left), mean number of UMI (center), and mean number of genes (right) using HSAL50 and HSAL51 annotations. **D** UMAP visualization of single-cell transcriptomes analyzed with HSAL50 or HSAL51 annotations. **E**, **F** Heatmaps showing normalized UMI counts for *VAChT*, *VGlut1*, and *Gad1* (**E**) or *toy* and *GluRIB* (**F**) in HSAL50 and HSAL51 analyses. Pie graphs in **E** indicate the % of cells with observed expression (> 0 UMI) of the gene. **G** Heatmaps showing *CG9259* (left) and graph showing the % of UMIs mapping to *CG9259* in each cluster (right), in HSAL50 and HSAL51 annotations. **H** Violin plots for normalized UMIs for *CycG* in each cluster in HSAL50 and HSAL51 analyses, comparing cells in gamergate vs. worker brains. *, adjusted *P* value < 0.05 by Wilcoxon-rank sum test with Bonferroni correction. All single-cell data were reanalyzed from [22]

Markers for three major neuronal classes based on neurotransmitter usage, *VAChT* (cholinergic), *VGlut* (glutaminergic), and *Gad1* (GABAergic), were among the genes that benefitted from the increased mapping rates (Fig. 4B), resulting in an increased number of cells with observed expression of these genes (Fig. 4E, pie charts), and thus easier identification of clusters with specific neurotransmitter expression, as visualized on UMAP projection of the HSAL51 data (Fig. 4E). These improvements were not confined to genes associated with neurotransmitter usage; using HSAL51, we recovered in total 288 previously undetected marker genes with restricted, cell type-specific expression (Additional File 5: Fig. S4B), likely missed in HSAL50 due to reads that were not assigned to the incomplete old gene models (Additional File 5: Fig. S4C).

In addition, we recovered 12 new markers for mushroom body neurons (Additional File 5: Fig. S4D), which are key to learning and memory in insects [40–42]. Some of these markers were biased for mushroom body cells in HSAL50 but did not pass statistical thresholds due to overall low expression. Of these 12 newly identified mushroom body markers in *Harpegnathos*, 10 were previously described as mushroom body-specific genes in *Drosophila* [43, 44] or honeybees [45] (Additional File 5: Fig. S4D). In particular, two *Harpegnathos* genes with homology to known mushroom body markers *GluR1B* and twin of eyeless (*toy*) [44, 46–48] were barely detectable in HSAL50 but clearly mapped to mushroom body clusters in HSAL51 (Fig. 4F and Additional File 5: Fig. S4D).

We previously showed that neuroprotective ensheathing glia cells are expanded during the worker–gamergate transition and lost at a faster rate in workers than in gamergates during aging [22]. Despite the in-depth investigation of this cell type in our previous study, the updated HSAL51 annotation allowed us to discover a new marker gene, *CG9259* (Fig. 4G), that was previously missed because the near-entirety of the single-cell RNA-seq reads fell within an extended 3′ UTR not annotated in HSAL50 (Additional File 5: Fig. S4E). In *Drosophila*, *CG9259* encodes an ecdysteroid kinase-like protein [49], suggesting that *Harpegnathos* ensheathing glia that express this gene might play an important role in the caste-specific regulation of the key developmental hormone ecdysone.

Finally, the increased single-cell transcriptome depth afforded by HSAL51 allowed us to identify differential gene expression between workers and gamergates within specific cell types, with more genes overall classified as caste-specific between single-cell clusters in the HSAL51 analysis (Additional File 5: Fig. S4F). As with the newly detected marker genes, many of the 250 newly called differential genes had increased counts in HSAL51 compared to HSAL50, suggesting their new detection resulted from the increased mapping rates of the 3′-biased single-cell RNA-seq reads (Additional File 5: Fig. S4G). For example, we identified *CycG* as a gene preferentially expressed in specific subtypes of gamergate cells as compared to their counterparts in workers (Fig. 4H). This observation is in agreement with previous studies reporting upregulation of *CycG* in the reproductive caste of various ant species [50], including *Harpegnathos* gamergates (Additional File 5: Fig. S4H). CycG regulates the insulin pathway [51, 52], which, as mentioned above, is an important player in caste determination in social insects [32, 33]. The identification of the cell types that are the strongest drivers of CycG caste-biased expression will help inform future studies of this gene.

Thus, single-cell RNA-seq analyses were greatly improved by the increased accuracy of 3′ UTR annotations in HSAL51, resulting in 18% more single cells identified computationally, a clustering of transcriptional types more reflective of biological function, recovery of additional cell-type markers, and higher sensitivity for differentially expressed genes.

### Long noncoding RNAs in single-cell sequencing analysis revealed by Iso-Seq

Protein-coding genes are often the focus of transcriptomic studies, but many genes are transcribed into noncoding RNAs with important regulatory roles [53–55]. Similar to the case of protein-coding transcripts, several gene models for various types of noncoding RNAs, and in particular long noncoding RNAs (lncRNAs), were also extended in HSAL51 compared to HSAL50 (Fig. 5A, Additional File 6: Fig. S5A), although not to the same extent, possibly due to their overall lower expression level.

**Fig. 5:**
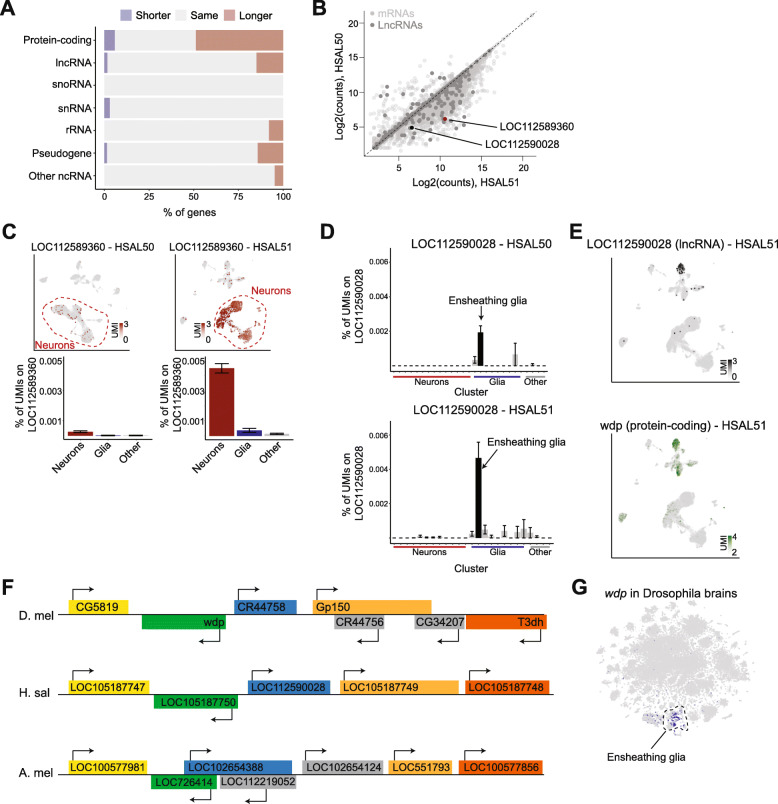
Single-cell characterization of lncRNA expression in the *Harpegnathos* brain. **A** Number of genes whose exons cover the same, more, or fewer base pairs in HSAL51 compared to HSAL50, classified by biotype. **B** Scatter plot for UMI counts per gene in HSAL50 *vs.* HSAL51. LncRNAs are highlighted in dark gray, and gene of interest mentioned in subsequent panels is shown in black or red. **C** Heatmap showing normalized UMI counts of neuron-specific lncRNA *LOC112589360* in HSAL50 and HSAL51 (top) and % of UMIs mapping to *LOC11258930* in each cell type (bottom). **D** % of UMIs mapping to ensheathing glia-specific lncRNA *LOC112590028* in HSAL50 (top) and HSAL51 (bottom). **E** Heatmap with normalized UMI counts of lncRNA *LOC1125890028* (top) and protein-coding gene *wdp* (bottom). **F** Diagram showing relative positions of genes in the vicinity of *wdp* in *Drosophila*, *Harpegnathos*, and *Apis mellifera*. Orthologous genes are the same color. **G** Heatmap showing normalized UMI counts of *wdp* in single-cell RNA-seq from *Drosophila* brains [44]. All single-cell data were reanalyzed from [22]

Single-cell analyses using the updated gene models in HSAL51 revealed 130 lncRNAs with more UMIs compared to HSAL50 (Fig. 5B), suggesting that the new annotation might provide additional insight on the patterns of lncRNA expression in the *Harpegnathos* brain. We recovered a set of lncRNAs with neuronal-specific expression profiles, some of which could not be detected using HSAL50 gene models (Additional File 6: Fig. S5B). One example was LOC112589360, which had over 20 times more mapping reads in HSAL51 compared to HSAL50 (Fig. 5B), with a corresponding increase in its calculated expression levels in neurons (Fig. 5C), as well as the fraction of neurons where this lncRNA could be detected, from 0.6% in HSAL50 to 10.1% in HSAL51 (Additional File 6: Fig. S5B).

In addition to these neuronal lncRNAs, we identified several cell type-specific lncRNAs in ensheathing glia. LOC112588339.LOC112588340 was merged from two adjacent lncRNAs annotated in HSAL50, with Iso-Seq reads clearly supporting the HSAL51 gene model (Additional File 6: Fig. S5C). The new merged gene model had negative coding potential as assessed by CPC and PhyloCSF [56, 57] and was one of the strongest markers of ensheathing glia (Additional File 6: Fig. S5D). Another updated lncRNA, LOC112590028, was specific to ensheathing glia, but missed by previous analyses due to low mapping rates in HSAL50 (Fig. 5D, E). The protein-coding gene adjacent to this lncRNA, *windpipe* (*wdp*), was also preferentially expressed in ensheathing glia (Fig. 5E and Additional File 6: Fig. S5E), suggesting potential co-regulation of the coding and noncoding transcript in *cis* as previously reported for other lncRNAs-mRNA pairs [58]. *Drosophila wdp* encodes a transmembrane protein with known functions in the wing disc [59] and the trachea [60], and it has also been implicated in synaptic target recognition [61] and learning [62]. While the sequence of the lncRNA LOC112590028 itself is not conserved, *Drosophila* has a lncRNA, *CR44758* in the same position as LOC112590028, between *wdp* and *Gp150* (Fig. 5F), suggesting that synteny of this locus, and potentially its molecular regulation, have been maintained over 350 million years of divergent evolution (Fig. 5F). In fact, *wdp* is also expressed specifically in *Drosophila* ensheathing glia (Fig. 5G) [44], further supporting a conserved regulation of this locus across distantly related insect species.

Thus, similar to protein-coding genes, lncRNA annotations were also improved by the addition of Iso-Seq data and this resulted in increased visibility of these regulatory transcripts in single-cell analyses.

## Discussion

Genomic resources are becoming increasingly common for a wide range of species, beyond traditional model organisms, facilitating molecular analyses of an ever-growing variety of biological phenomena. However, in addition to high-quality genome assemblies, accurate gene annotations are indispensable for genome-wide studies. While we are not the first group to leverage long reads to improve gene models, especially at the crucial 3′ region [26, 63], we report here that our new *Harpegnathos* gene annotations, upgraded using Iso-Seq, resulted in more accurate detection of alternative splicing events, increased sensitivity of differential gene expression analyses, and, importantly, deeper single-cell transcriptomes.

### Long RNA reads for more complete gene annotations

Often, genome annotations are constructed de novo from short-read RNA-seq, with or without the guide of an existing genome assembly [1–3]. While RNA-seq-based annotations are typically sufficient to identify protein-coding mRNAs and characterize their expression levels in bulk RNA samples, they are limited in their ability to fully annotate complete transcript isoforms, extended UTRs, and lncRNAs. Because of its ability to sequence long RNA molecules in a single read, Iso-Seq overcomes these limitations and has already been used to identify novel transcriptional isoforms in various genomes [12, 27] including the very well annotated human genome [25]. Ideally, these more comprehensive isoform maps can be used to detect genes with differential splicing between biological conditions. In human cells, targeted long-read sequencing was used to examine splicing of neurexins [64], leading to the association of aberrant splicing of *NRXN1* with psychosis disorders [65].

Incomplete annotations can impede proper analysis of massively high-throughput single-cell RNA-seq, most of which is heavily biased towards the 3′ end of the gene due to oligo-dT capture by beads [7]. Thus, having a correct annotation of the 3′ UTR and the TTS of genes becomes crucial. Annotation of the 3′ ends of genes is hampered by widespread occurrences of multiple polyadenylation and cleavage sites [66, 67] and intrinsic limitations of existing annotation methods [68]. Even in very high-quality reference genomes, such as the human genome, reads from single-cell RNA-seq can fall past the annotated 3′ UTR, resulting in information loss [69]. Notably, there is no reliable strategy that we are aware of to integrate single-cell RNA-seq reads from widely used droplet-based technologies into existing models to improve 3′ UTR annotations. As these reads profile only a short region at the most terminal 3′ end of a gene, there is often no way to definitively link the reads to their source gene, especially if the reads map far outside an annotated termination site.

Previous studies have employed computational strategies to improve the assignment of these reads to gene models, including extending every 3′ UTR by 2 kb [70] or mapping to non-overlapping windows on the genome and assigning each window to a gene based on the proximity to an annotated TTS [71]. Although methods exist that model 3′ UTR annotations based on deviation in RNA-seq coverage [68, 72], here we employed an empirical approach, based on long-read sequencing, to improve the annotation of 3′ UTRs genome-wide (Fig. 1).

### Splicing analysis with additional Iso-Seq information

Differential alternative splicing occurs between tissues and biological conditions [73–75]. Specific isoform usage, potentially mediated by varying RNA-binding protein expression, is widespread and affects protein-protein interaction networks [67, 76, 77]. Identification of novel isoforms with Iso-Seq revealed genes with differential splicing patterns between tissues, including one gene with a newly annotated mutually exclusive exon (Fig. 2).

Caste-specific alternative splicing has been observed in social insects. Doublesex (*dsx*) is differentially spliced between queens and workers in the ants *V. emeryi*, *S. invicta*, and *W. auropunctata* in addition to its differential splicing in non-social and social insects between males and females [78–81]. While we did not find splicing changes between worker and gamergate in *dsx*, we identified caste-specific isoform usage in the brain for *Ilp2*, a known factor in caste determination that is also differentially expressed on the gene level in the brains of many ant species including *Harpegnathos* [32]. Other ants also seem to have caste-biased splicing of the first exon, similar to *Harpegnathos*, suggesting a possible conserved mechanism that will require more investigation to understand.

### Bulk and single-cell RNA-seq analysis with refined gene models

The integration of Iso-Seq into the annotation resulted in improved gene models mostly due to an extension of first and last exon, corresponding to the 5′ and 3′ UTR, respectively (Fig. 3A–F). Many 3′ UTR extensions were confirmed by the presence of dT-seq signal, designed to capture the location of non-templated polyA tails. The new annotation captured more information from RNA-seq, with a median of 15% more reads. 

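Summed over the 26 worker brain libraries, 338707986 reads were assigned to gene models in HSAL50 and 389595729 in HSAL51, 50887743 more. Gene models shared by both annotations contributed 66.4% of this net gain. The 303 models of Table S2 contributed 22.4%, and the 57 merged models, counted against their parts, contributed 9.87%, of which the single model LOC105188517.LOC112589549 accounts for 9.35 percentage points. The models of Table S1 added 6.58%, and the net gain decreased by 5.23% through models of HSAL50 that HSAL51 does not hold and that are in neither Table S1 nor Table S3. Of these 30 removed models, 13 held 99.4% of these reads, and the table of gene names lists these 13 together as a block that holds no other gene. According to the methods, the old models of the mitochondrial scaffold were removed and its genes annotated again by hand. The 13 were taken to be those removed models. Their change of −5.20% and the 6.57% of the Table S1 models with mitochondrial names would then come largely from the same locus, not from independent sources. Gains were concentrated, with 127 gene models holding 50% of the reads gained by the 5428 shared models that gained any. Without the mitochondrial models, the median increase per library was 15.1%, and without the 10 genes with most reads in either annotation it was 13.2%.

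**Figure D3:**
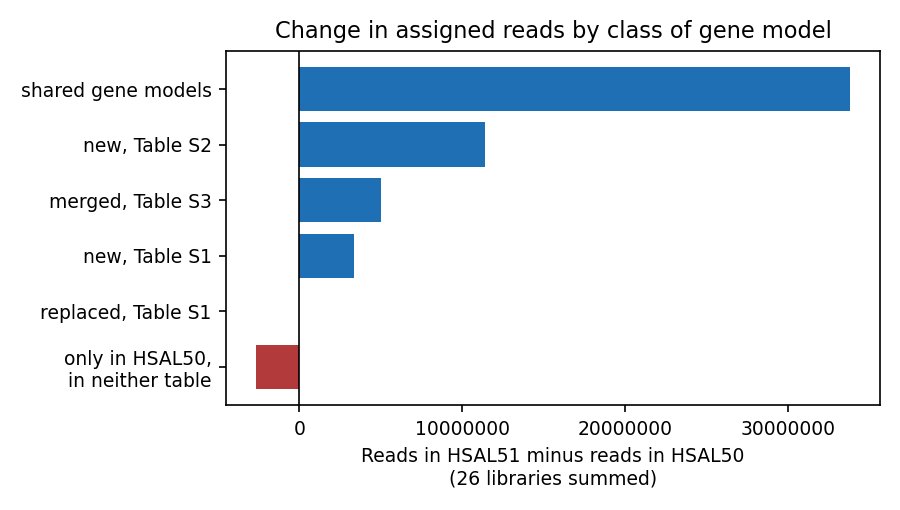
Reads assigned in HSAL51 minus reads assigned in HSAL50 (x axis, reads summed over 26 libraries) by class of gene model. Blue bars are classes that gained reads and red bars classes that lost them. Shared gene models hold 66.4% of the net gain and the models of Table S2 22.4%.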

Increased mapping rates had immediate tangible effects on discovery, as a reanalysis of existing RNA-seq data from the worker–gamergate transition led to the identification of 7 new caste-specific genes in the brain. One of these, *egh*, was previously implicated in reproductive behavior in *Drosophila* [39], and therefore represents a high value candidate for the dissection of the molecular regulation of social behavior in ants.

The improvements for single-cell RNA-seq (Fig. 4) were even more remarkable. Mapping existing single-cell RNA-seq reads from gamergate and worker brains to the new annotation improved the median percent of reads mapped to exons from 47 to 66%. The increased mapping resulted in 18% more cells passing the minimum UMI and gene thresholds and the addition of 266 new cell type-specific genes to our single-cell atlas of the *Harpegnathos* brain. The extraction of more information from this existing dataset provided several new insights. A number of biologically relevant genes had increased UMI mapping in the new HSAL51 annotation that translated to improved identification and visualization of cells expressing these genes, including established mushroom body markers *toy* and *GluIRB*, and the neurotransmitter-associated markers *VAChT*, *VGlut*, and *Gad1.* Using the new annotation, more genes were classified as specific to the mushroom body or to a specific cell type. We identified *CG9259* as a new protein-coding gene specifically expressed in *Harpegnathos* ensheathing glia, a cell type previously linked to caste regulation and aging [22]. Overall, our results indicate that leveraging long reads to annotate 3′ UTRs with more precision will increase the depth of existing and future single-cell RNA-seq datasets, an important consideration for many model systems, especially those with less complete annotations.

The new annotation also improved analysis of lncRNAs in the single-cell data set (Fig. 5) revealing a lncRNA that is a marker of these ensheathing glia and is expressed in a similar set of cells as its adjacent protein-coding gene *wdp*. In single-cell analysis of the *Drosophila* brain, *wdp* expression is largely restricted to ensheathing glia, although the lncRNA syntenic to the *Harpegnathos* ensheathing glia marker LOC112590028 is not detected in this data set. Further work would be required to confirm the link between LOC112590028 and *wdp* expression in *Harpegnathos*, but *wdp* expression patterns in *Drosophila* suggest a conservation in the regulation and, possibly, function of this gene.

## Conclusions

The new *Harpegnathos* annotation, bolstered by Iso-Seq, allowed us to uncover new patterns of differential alternative splicing, differentially expressed genes, and markers of cell types in single-cell sequencing. The identification of new candidate genes involved in tissue-specific and caste-specific regulation of gene expression highlights the advantages of a more complete gene annotation. Future genomic studies in *Harpegnathos* will undoubtedly benefit from these improved annotations, which will help obtain new insights on the molecular regulation of their remarkable phenotypic plasticity.

Beyond the implications for *Harpegnathos* genomics, our analyses show that Iso-Seq is an effective strategy for improving incomplete gene annotations, maximizing the amount of information garnered from genome-wide sequencing data.

## Methods

### Ant colonies and husbandry

As previously described [22], *Harpegnathos* ants were descended from a gamergate colony collected in Karnataka, India, in 1999 and bred in various laboratories. Ant colonies were housed in plaster nests in a clean, temperature- and humidity-controlled ant facility on a 12-h light/dark cycle. Ants were fed three times per week with live crickets.

### PacBio Iso-Seq

Non-visual brains and combined samples of fat body and ovary were dissected from *Harpegnathos* ants. Each sample contained tissues from ~ 8 ants from a variety of ages (5 days, 30 days, or ~ 120 days old) from both worker and gamergate castes. Brains were homogenized in TRIzol by pipetting up and down. Chloroform was added and tubes were shaken by hand before centrifugation at 12,000*g* for 15 min at 4 °C. The aqueous phase was transferred to a new tube and the pellet was precipitated using an equal volume of isopropanol and 1 μl glycoblue (Ambion #AM9516), with successive washes using 70% and 80% ethanol. Liquid was removed, the pellet was suspended in BTE, and DNA was removed by incubating for 30 min at 37 °C with Turbo DNase (Thermo Fisher). After the incubation, 1 mL of TRIzol was added and all purification steps described above were repeated before final suspension of the RNA in BTE.

Total RNA was submitted to the University of Washington PacBio Sequencing Services (Seattle, WA) and prepared for sequencing according to the Iso-Seq method. Briefly, the samples were enriched for polyA+ RNA via pulldown (Dynabeads mRNA Purification Kit, Thermo Fisher Scientific). The polyA+ RNA was converted to cDNA (SMARTer PCR cDNA Synthesis Kit, Clontech) and amplified with 14 (brain) or 12 (fat body/ovary) cycles of PCR. The resulting cDNAs were converted to SMRTbell libraries with the Template Prep Kit version 1 (PacBio) which involves DNA damage repair, end repair, ligation of barcoded hairpin adapters, and exonuclease digestion of imperfect templates. The material was then fractionated by size using AMPure XP beads (PacBio): a 0.4× volume of beads was added to the library to bind longer fragments to magnetic beads, then the supernatant was removed and an additional 0.6× volume of AMPure XP beads (for an effective bead buffer ratio of 1.0×) added to bind the shorter material. Each set of beads was washed twice with ethanol (80% v/v in water) and the DNA was eluted into PacBio EB. After quantitation (Qubit, Thermo Fisher Scientific) and measurement of size (Bioanalyzer, Agilent), the four components (brain and fat body/ovary, each with fractions 0.4× and 1.0×) were pooled in an equimolar fashion for sequencing. The pool was sequenced on the Sequel II platform (PacBio) on one SMRT Cell 8 M using chemistry version 1.0 and a 30-h movie time.

### RNA-seq of *Harpegnathos* worker brains (Fig. 3G)

Brains from transitioning *Harpegnathos* ants were dissected in phosphate-buffered saline, placed in TRIzol (Invitrogen #15596026) and stored at − 70 ˚C until RNA extraction. Each brain was processed separately. To extract RNA, thawed brains were homogenized in TRIzol by pestle, and frozen and thawed again. Chloroform was added, followed by vigorous vortexing and centrifugation at 21,000*g* for 10–15 min at 4 °C. The aqueous phase was purified using RNA Clean and Concentrator kit (Zymo Research #R1013) following the manufacturer’s instructions. Extracted RNA was quantified using NanoDrop 2000 (Thermo Scientific) and RNA integrity was checked using High Sensitivity RNA ScreenTape (Agilent #5067-5579, 5067-5580, 5067-5581) on a TapeStation 2200 or 4200 (Agilent). 250–500 ng extracted RNA was used to prepare libraries with NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs #E7760S) following the manufacturer’s instructions. Libraries were quantified using Qubit dsDNA High Sensitivity Assay Kit (Invitrogen #Q32854) on a Qubit 2.0 fluorometer (Invitrogen) and fragment size distribution was checked using High Sensitivity D1000 ScreenTape (Agilent #5067-5584, 5067-5585, 5067-5587) on a TapeStation 2200 or 4200 (Aglient). Libraries were combined in two pools and sequenced in two runs of a NextSeq 500 machine (Illumina) in HighOutput mode with a 2 × 150 bp configuration.

### Iso-Seq data processing and annotation construction

Full-length Iso-Seq reads were classified from circular consensus sequences using lima (Pacific Biosciences; https://github.com/PacificBiosciences/barcoding) and refined with isoseq3 (Pacific Biosciences; https://github.com/PacificBiosciences/IsoSeq) with --require-polya to filter for reads ending in a polyA tail. Full-length reads (FLNC) were clustered using isoseq3 cluster and polished using isoseq3 polish. FASTQ files output from polishing step were mapped using the STARlong module of STAR [82] to the *Harpegnathos* genome (GCF_003227715.1) with parameters suggested for mapping Iso-Seq reads to a genome provide by cDNA_Cupcake (https://github.com/Magdoll/cDNA_Cupcake/wiki/Best-practice-for-aligning-Iso-Seq-to-reference-genome:-minimap2,-deSALT,-GMAP,-STAR,-BLAT). Redundant transcript models were collapsed using TAMA Collapse [83]. Transcript models were generated separately for brain and fat body/ovary tissues and were merged together with the existing annotation produced by NCBI (GCF_003227715.1) using TAMA Merge [83], with the no_cap option and prioritizing the brain Iso-Seq models followed by the fat body/ovary Iso-Seq models and then the existing annotation.

Several automatic and manual processing steps were performed to refine this annotation (see Additional File 1: Fig. S1C for an overview). The mitochondrial scaffold and odorant receptor were annotated manually due to the challenges of annotating these genes computationally (see below, “Manual annotation of mitochondrial scaffold and odorant receptor genes”). A list of the odorant genes added and the genes from the previous annotation that were replaced can be found in Additional File 2: Table S1. Genes “merged” in the Iso-Seq annotation (evidence suggests that two gene models should be one gene model; see example in Fig. 1E) were manually reviewed, with evidence from Iso-Seq, bulk RNA-seq, and homology of the genes in question taken into account to ensure that genes were not spuriously merged.

Due to suspicions of transcript models with retained introns representing pre-mRNAs sequenced by Iso-Seq, new transcripts with retained introns found by SUPPA [29] were subjected to further filtering. BLASTn was used to find homologs for transcript models with and without the retained intron, using a BLAST index created from all transcripts from *Drosophila melanogaster* (GCF_000001214.4), *Apis mellifera* (GCF_003254395.2), *Nasonia vitripennis* (GCF_009193385.2), and *Bombyx mori* (GCF_014905235.1) NCBI annotations. The query cover for the pairs of transcripts with or without retained introns was compared. If the transcript model without the retained intron had higher query coverage, the transcript with the retained intron was removed from the annotation. Performing the homology search with BLASTX or with additional Hymenoptera species did not substantially affect these results.

From these final gene and transcript models, Transdecoder [84] was run to find coding sequences. The longest ORFs were BLASTed (BLASTp) to a reference of proteins from *Drosophila melanogaster*, *Apis mellifera*, and *Homo sapiens* (GCF_000001405.39) with an e-value cutoff of 10^−5^.

### Manual annotation of mitochondrial scaffold and odorant receptor genes

The scaffold NW_020230424.1 was identified as the mitochondrial scaffold, as it contained the best BLAST hits of *Drosophila* mitochondrial genes. Several single-copy *Drosophila* genes had multiple hits on this scaffold and many genes were annotated as pseudogenes, necessitating a manual reannotation of these loci. We performed BLAST of the NW_020230424.1 sequence against itself and established that the positive strand of the 3′ end of the scaffold aligns with the positive strand of its 5′ end. This alignment pattern and the double BLAST hits of the *D. melanogaster* genes are consistent with NW_020230424.1 being an erroneous linear assembly of ~ 2 iterations of the circular mtDNA sequence. Furthermore, visual examination of aligned RNA-seq reads revealed an abnormally high number of base mismatches and small indels in this scaffold. This suggests that NW_020230424.1 may have not been optimally polished when the genome was being assembled and explains why most genes contain frame shifts and/or premature stop codons and are annotated as pseudogenes.

Considering these assembly and annotation issues, we removed existing gene models in NW_020230424.1 and manually re-annotated coding genes in its 3′ half. We identified regions that exhibited contiguous coverage in bulk RNA-seq, looked for predicted ORFs in such regions, and performed BLAST of their translations against *Drosophila* mitochondrial proteins. We also took into account gene order, as the mitochondrial genomes of *Drosophila* and *Harpegnathos* are completely syntenic [85]. In the instances where putative assembly errors caused frame shifts and/or premature stops, we split the genes into several fragments and added an alphabetical index to the fragments’ names. For example, *Drosophila mt:Cyt-b* corresponds to *mt:Cyt-ba*, *mt:Cyt-bb*, and *mt:Cyt-bc* in *Harpegnathos*.

For the odorant receptors, we converted annotations manually generated for previous versions of the *Harpegnathos* genome [86] the current genome assembly. We mapped the mRNAs of these old predictions to the current genome assembly using exonerate v. 2.2.0 and visually compared them to the HSAL50 annotations of the corresponding loci [87]. Where necessary, we manually updated HSAL51 predictions taking into account the exon-intron structure of the mapped annotations of Zhou et al. [86]﻿ and bulk RNA-seq coverage.

### dT-sequencing

Using previously isolated RNA [9] from worker tissues (fat body, ovary, non-visual brain, and optic lobe) and gamergate tissues (fat body, ovary, and non-visual brain), a version of RNA-seq was performed to specifically capture 3′ ends of transcripts with a polyA tail, here called “dT-seq” (see Additional File 1: Fig. S1E for overview). RNA was fragmented by adding 4 μL of 5× 1st strand buffer from SSIII RT kit (Invitrogen catalog #18080-044) to RNA and incubating at 94 °C for 16 min, followed by a ramp down to 4 °C. PolyA+ selection was performed with OligodT25 dynabeads (Invitrogen catalog #610-02) with 3 washes with Oligo-dT washing buffer and eluted with BTE (10 mM bis-tris pH 6.7, 1 mM EDTA) containing either oligo-dT primer or random hexamer primers. Library construction was completed following established protocols [9] in parallel for the oligo-dT-primed and the random hexamer-primed samples. Libraries were sequenced in paired-end mode on a NextSeq500.

### dT-sequencing analysis

FASTQs from oligo-dT primed samples (“dT”) were filtered to keep only reads with at least 5 Ts with one mismatch at the 5′ end of the read, then trimmed using prinseq [88] to remove tails from reads. These reads and random hexamer reads (“hex”) were aligned to the *Harpegnathos* genome using STAR with default parameters, except --alignIntronMax 50000.

Hex samples were used to filter out reads coming from polyA tracts within a transcript (see Additional File 1: Fig. S1E, bottom). Genomic coverage of the first read (pair closest to polyA tail) was computed for both dT and hex samples using GenomicRanges [89]. For each “peak,” defined as a contiguous region of coverage with at least one read, tentative summits were defined as any position with coverage at least 90% of the highest read total within the peak. The “summit” of each peak was defined as the most downstream tentative summit. dT peaks were sorted into three categories: (1) dT peaks that did not overlap with a hex peak, (2) dT peaks whose peak was upstream of a hex peak—see Additional File 1: Fig. S1E, “discarded” box (3) dT peaks whose summit was downstream or equal to the hex summit—see non-discarded peaks in Additional File 1: Fig. S1E. Peaks in categories (1) and (2) were discarded, leaving a list of dT peaks that did not have hex signal downstream, indicating dT reads coming from polyA tails instead of internal polyA stretches. Reads overlapping these peaks were retained and used for further analysis and for any genome browser snapshots showing dT signal.

To verify that the retained dT reads were from the end of transcripts (see Additional File 1: Fig. S1F), aligned dT and hex reads were reduced to the first base at the 5′ end of the read using GenomicRanges. dT “peaks” were again detected using the strategy above and categorized as 3′ UTR peaks or CDS peaks based on their position within HSAL51 transcripts. Read coverage for dT and hex reads were computed at each of these peak sets.

### Splicing

Isoform-level counts from *Harpegnathos* samples were generated using kallisto [90] with HSAL50 or HSAL51 annotations with any single-exon transcripts removed. For gamergate and worker brains [20] (single-end sequencing), kallisto quant was run with the parameters -b 30 --rf-stranded--single -l 200 -s 1. For tissue samples (non-visual brain, ovary, fat body, antenna, retina, optic lobe; paired-end) [9], kallisto quant was run with the parameters -b 30 --rf-stranded. Differential transcriptional usage was tested with RATS [91] with the parameters p_thresh = 0.05, dprop_thresh = 0.2, abund_thres = 5 (for tissues) or p_thres = 0.01, dprop_thresh = 0.1, abund_thresh = 1 (for gamergate/worker brains). The number of genes with DTU using each annotation (Fig. 2C) was the number of gene with an adjusted *P* value (padj) < 10^−5^, maximum difference in proportion between isoforms (maxDprop) > 0.5, and fraction of replication iterations that support a positive DTU classification (rep_dtu_freq_threshold) > 0.8 between any two tissues. Proportions of transcript usage were calculated for each replicate using TPMs computed with kallisto. Proportions for each isoform were calculated by averaging replicates.

### Analysis of extended transcripts and genes

Genes with additional exonic nts were identified by comparing the total number of nts covered by exons of the gene in HSAL50 and HSAL51.

Genes with extensions of their transcription start or termination sites were identified by first finding pairs of HSAL50 transcripts with a corresponding HSAL51 transcript with the same internal exon structures in the two annotations (see Fig. 3C, left), defined by transcripts with all exon boundaries the same except for the start and/or termination sites. A small number of HSAL50 transcripts had no matching transcript in the HSAL51 annotation (light gray, “no internal matches” in Fig. 3C). The start and termination sites of the remaining HSAL50 transcripts were compared to their paired HSAL51 transcripts and sorted into categories of not extended, TSS extended, TTS extended, and both TSS/TTS extended.

### Bulk RNA-seq analysis

Bulk RNA-seq data for *Harpegnathos* from RNA newly sequenced from worker brains (see above) or previously published worker/gamergate brains [20, 24] or tissues [9, 31], was aligned to the genome using STAR with default parameters except --alignIntronMax = 50000. Previously published RNA-seq from brains of *Camponotus planatus* (PRJNA472392) [32, 37] and *Dinoponera quadriceps* (PRJNA255520) [36, 38] was aligned with the same parameters to the *Camponotus floridanus* (GCF_003227725.1) and *Dinoponera quadriceps* (GCF_001313825.1) genomes and annotations, respectively, as no genome assembly or annotation has been published for *Camponotus planatus*. Read counts or TPM (Additional File 1: Fig. S1B, Additional File 3: Fig. S2D and Additional File 5: Fig. S4H) were produced by an in-house script using GenomicRanges summarizeOverlaps (counting mode = union) [89] that counts the number of reads overlapping each gene model. Differential expression analysis was performed using DESeq2 [92].

Single-cell tracks shown as examples were produced by aligning previously published single-cell RNA sequencing from *Harpegnathos* workers and gamergates [22, 23] to the *Harpegnathos* genome aligned using STAR with default parameters except --alignIntronMax = 50000 [82].

### Genome browser screenshots

All genome browser screenshots were produced using IGV v2.8.6. Bigwig tracks for visualization were produced using DeepTools [93]. Sashimi plots were produced using IGV v2.8.6, with a custom scaling of splicing lines (line widths scaled to the total number of reads mapped to the locus, with a constant scaling factor used between sequencing from different castes for each technology).

### Single-cell analysis

Single-cell RNA sequencing from brains of *Harpegnathos* workers and gamergates previously generated with 10x Genomics [22, 23] was reanalyzed using CellRanger [5] with default parameters and either the HSAL50 or HSAL51 annotations provided. CellRanger was used to produce digital gene expression matrices for all samples for both annotations. These matrices were processed by Seurat v3 [94]. Cells with at least 200 genes and 500 UMIs were retained, with genes required to be expressed in at least 3 cells. UMIs were log-normalized with a scale factor of 10,000, the top 2000 variable features detected using the “vst” selection method, and data were scaled so the mean of each gene across cells was 0 and variance was 1. As the samples were produced in three separate batches, the experiment was regressed out during this step. Cells were clustered using the variable features previously detected.

Clustering and visualization were performed with Seurat’s principal component analysis followed by JackStraw to detect significant principal components. All components were selected until a component had a *P* > 0.05. Cells were clustered with a resolution of 1 and clusters were visualized using UMAP. Cell type for each cluster was performed using previously established markers [22].

For cluster-level pseudobulk expression analyses (“% UMIs on gene”), the number of UMI for each gene from all cells in each cluster for each sample were added together and normalized by the total number of UMI detected in that sample and cluster.

To compare clusters from HSAL50 and HSAL51, cluster groupings were produced by comparing the cells present in each cluster, which largely stayed constant between analyses using the two annotations. In all cases, one cluster from HSAL51 corresponded to one or two clusters from HSAL50 (in two cases, one HSAL51 cluster was split into two clusters in HSAL50).

Marker genes for each of these cluster groups (Additional File 5: Fig. S4B and C) were defined using Seurat FindAllMarkers with the parameters only.pos = TRUE, min.pct = 0.25, logfc.threshold = 1. Only markers with a padj less than 0.05 were retained. Differentially expressed genes between castes within each cluster were identified using Seurat FindMarkers, run within each cluster with worker cells and gamergate cells provided as the two identities and default parameters. Only genes with a padj less than 0.01 were retained.

### Mushroom body markers

For Additional File 5: Fig. S4D, mushroom markers in the HSAL50 and HSAL51 analysis were found using FindMarkers with the mushroom body clusters (defined by *mub*) as one group and all other cells as another group, with the parameters only.pos = T, min.pct = 0.25, and logfc.threshold = 1.5. Markers detected in HSAL51 and not HSAL50 were classified as new mushroom body markers and heatmaps of their expression in cells in each cluster was plotted using Seurat DoHeatmap. Lists of mushroom body-enriched genes found by comparing *Drosophila* head to mushroom body transcriptomes (“D. mel MB vs head”) [43] and mushroom body markers from single-cell sequencing in *Drosophila* [44] and *Apis mellifera* [45] were taken from supplemental information of published work; for *Apis mellifera*, mushroom body clusters were defined as the clusters with *mub* as a marker gene.

### *Drosophila* single-cell sequencing

For Fig. 5G, we utilized published single-cell RNA sequencing data from *Drosophila* [44, 95]. The *x* and *y* positions of each cell on the tSNE were specified by this object, and the position of ensheathing glia indicated was informed by the cluster identities defined in Davie et al. The expression level of *wdp* was computed by normalizing the expression levels provided; taking the log2 of UMIs normalized for the total UMI in each cell and multiplied by a scaling factor of 10,000.

### Synteny analysis of *wdp* locus

Corresponding genes between *Drosophila*, *Apis mellifera*, and *Harpegnathos* were found using a BLASTp search; each *Harpegnathos* gene, excluding the lncRNA LOC112590028, had a best match to the gene indicated in the other two species.

## Supplementary Information

**Additional file 1: Figure S1.** Statistics and methods used to create and evaluate the new Harpegnathos annotation. (A) Length distribution of all raw Iso-Seq subreads. (B) Transcripts per million (TPM) from short-read RNA-seq of genes with and without Iso-Seq coverage in brain and fat body/ovary. (C) Pipeline for manual annotation following combination of Iso-Seq-based and RNA-seq-based annotations. (D) Relationship between gene models in HSAL50 and HSAL51. (E) Schematic of the dT-seq approach. RNA was chemically fragmented. PolyA+ molecules were purified and split into two reverse transcription reactions, one primed with an anchored oligo-dT primer and one with random hexamers. The resulting cDNA was assembled into libraries and sequenced. The scheme at the bottom shows that the expected read distribution in dT- and hexamer-primed reactions differs for true polyA tails and internal A-stretches. This information was used to discard peaks that did not correspond to *bona fide* TTSs (red square). (F) Expected (top) and observed (bottom) signal at dT peaks found in the CDS (let) or 3′ UTR (right) from oligo-dT primed libraries (”dT”, top) and random hexamer primed libraries (”hexamers”, bottom).

**Additional file 2: Table S1.** Genes manually added to HSAL51. **Table S2.** Genes computationally added to HSAL51. **Table S3.** Genes merged in HSAL51.

**Additional file 3: Figure S2.** More comparisons of alternative splicing in HSAL50 and HSAL51. (A–C) Examples of a transcript with newly identified alternative splicing patterns of (A) mutually exclusive exons, (B) a skipped exon, and (C) an alternative first exon. Boxes indicate regions of the gene that is alternatively spliced. A subset of HSAL51 isoforms is shown. (D) TPM of *Ilp2* (*LOC105188195*) in worker (*n* = 11) and gamergate (*n* = 12) brains. Padj is from DESeq2 differential expression analysis. (E) Sashimi plot for the *Ilp2* gene (*LOC105257206*) in *Camponotus planatus* (RNA-seq from [32]; using *Camponotus floridanus* genome and annotation) for worker (*n* = 5) and queen (*n* = 5) brains. Splice junction line widths are scaled to the number of reads spanning the splice junction and the total number of reads mapped to *Ilp2* for each caste. Red boxes indicate positions of first exon for each isoform. (F) Sashimi plot for the *Ilp2* gene (*LOC106750697*) in *Dinoponera quadriceps* (RNA-seq from [36]) for worker (*n* = 6) and gamergate (*n* = 6) brains. Splice junction line widths are scaled to the number of reads spanning the splice junction and the total number of reads mapped to *Ilp2* for each caste. Red boxes indicate positions of first exon for the two major isoforms.

**Additional file 4: Figure S3.** Transcript extensions and RNA-seq analysis. (A) dT-seq coverage (see Additional File 1: Fig. S1E and methods) coverage at all unique TTSs in HSAL50 (gray) and HSAL51 (blue). (B) Reads mapping to *egh* in HSAL50 and HSAL51. P-value is from a paired Student’s t-test.

**Additional file 5: Figure S4.** Additional single-cell analyses using HSAL50 and HSAL51 annotations. (A) Heatmaps of markers for neurons (*nSyb*), glia (*bdl*), mushroom body neurons (*mub*), and ensheathing glia (*Tsf1*) in HSAL51 single-cell clustering. (B) Number of marker genes (padj < 0.05, LFC > 1) for each cluster. Marker genes common to HSAL50 and HSAL51 analyses are shown in black, while markers unique to HSAL50 are in gray and markers unique to HSAL51 are in blue. (C) Scatter plot for UMI counts in HSAL50 vs. HSAL51 with marker genes highlighted according to (B). (D) Heatmap of newly identified mushroom body markers in HSAL51 (padj < 0.05 and logFC > 1.5). Arrows denote mushroom body clusters, as determined by *mub* expression (top row of heatmap). Classification of each new marker in other data sets (fly MB vs head, [43]; fly single-cell, [44]; honeybee single-cell, [45]) is indicated in heatmap to right, with black boxes indicating marker was identified as mushroom body-enriched (see methods). (E) Genome browser view showing *CG9259* with RNA-seq, Iso-Seq, and single-cell coverage along with dT-seq and raw Iso-Seq reads. Scales represents counts per million. A subset of HSAL51 isoforms is shown. (F) Number of genes differentially expressed (DE) within each cluster (padj < 0.01). Differentially expressed genes common to HSAL50 and HSAL51 analyses are shown in black, while genes unique to HSAL50 are in gray and genes unique to HSAL51 are in blue. (G) Scatter plot for UMI counts in HSAL50 vs. HSAL51 with differentially expressed genes highlighted according to (F). (H) TPM of *CycG* in worker (*n* = 11) and gamergate (*n* = 12) brains. Padj is from DESeq2.

**Additional file 6: Figure S5.** Additional single-cell analyses of lncRNA expression . (A) Fold-change in nucleotides covered by exons of lncRNAs for each category in Fig. 5A. (B) Examples of neuronal lncRNAs detected in HSAL51 showing % of neurons, glia, and other cells expressing the indicated genes in HSAL50 and HSAL51. (C) Genome browser view showing RNA-seq signal, Iso-Seq signal, and raw Iso-Seq reads of a locus containing two ensheathing glia marking lncRNAs which were merged into one gene model in HSAL51. Scales for RNA-seq and Iso-Seq represent counts per million. (D) Heatmap showing normalized UMI counts of the new merged lncRNA *LOC112588339.LOC112588340* in HSAL51. (E) % of UMIs mapping to *wdp* in HSAL51.

## Data Availability

Next-generation sequencing data generated for this study, along with the annotation in GTF format and associated transcript and peptide files, have been deposited in the NCBI GEO with accession number GSE172309 [96].

How the deposited data were processed for this re-analysis (not part of the article)

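The data were RNA-seq counts from 26 *Harpegnathos* worker brain libraries, the new dataset of Fig. 3G. According to the paper and the sample labels, polyA RNA of each brain was made into a directional library, and the libraries were pooled and sequenced in paired-end reads of 150 bp in 2 runs of the same kind of instrument. The authors deposited raw read counts per gene model for each library, a count table on HSAL50 and another on HSAL51. They made these counts by aligning reads with STAR and counting them with summarizeOverlaps in union mode, with no normalization. The paper's text does not give the version of STAR, whether counting used the strand, or whether a read pair counts as 1, so counts of gene models that overlap on opposite strands are uncertain. The other samples of the paper were not analysed here.

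Columns were matched to the labels by the number of each library. A sequencing run code in the column names differs from the label by 2 transposed letters, and the match rests on library numbers that occur once. Each column was assigned to a library. Conditions are the day and the run from the labels, and replicates are the libraries of the same day. Gene names came from the paper and from a table of gene names on assembly Hsal_v8.6, which is a later version than the assembly of the paper, so its coordinates were not used. That table held 14088 of the 14158 identifiers of HSAL50, and it also served to list which genes neighbour each other. Coordinates of new gene models are those of Table S2, on the assembly of the paper.

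Totals of assigned reads were compared between the annotations within each library with paired sign-flip permutation tests on log2 ratios, with 100000 resamples for all 26 libraries and exact enumeration within runs. Ratios per gene were taken from reads summed over libraries, for identifiers present in both annotations with a mean of at least 10 reads per library in either. A change of at least 10% counted as more or fewer reads. For the named genes, 0.5 was added to each count, and p-values were adjusted by the method of Benjamini and Hochberg over 37 genes. Intervals and floors of 3 counts cover counting error only. Where the same reads are counted on both annotations, the floor is only a convention. The genes named are those the paper names in its text that could be tied to an identifier (21 genes). Among shared models with a mean of at least 50 reads per library, they are also the 5 with the largest gain and the 5 each with the highest and the lowest log2 ratio. Further ones are the 5 new and the 3 merged models with most reads. For day, they are the 5 rising and the 5 falling genes with the smallest p and the same direction in both runs, and the 5 with the smallest p among those called in HSAL51 and tested but not called in HSAL50. Other genes named in the closing section were chosen after their values were seen, as said there.

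The change with day was tested in each annotation with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr on the design, robust quasi-likelihood fits and the slope on log2(day + 1), with the sequencing run as a term and an adjusted p threshold of 0.05. Standard errors of slopes were computed as the size of the slope divided by the square root of the quasi-likelihood F statistic. DESeq2 1.42.0 was used as an alternative. Other statistics were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

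The test of day was tested on simulated data, drawn from the means and library sizes of the real libraries, with 200 genes given a log2 slope of 0.4 or 0.2 in either direction. In HSAL51, with 10926 genes tested, 93% of the genes with a slope of 0.4 and 83% of those with 0.2 were recovered, and 5.88% of the calls were false. In HSAL50, with 10773 genes tested, 98% and 87% were recovered, and 3.65% of the calls were false. Most slopes called in the real libraries were smaller, so the simulation was repeated with slopes of 0.06. Of the 199 changed genes tested, 21.1% were recovered in HSAL51 (47 calls, 5 of them false, 10930 genes tested) and 22.1% in HSAL50 (47 calls, 3 of them false, 10765 genes tested). The simulated genes were drawn independently of each other and without a difference between runs. In the real libraries, the run term itself called 5878 of 10982 genes in HSAL51. The share of mitochondrial reads, with run and day as terms, called 6476 of 11067. The simulated rates of recovered and false calls thus need not hold for the real test. The replicate number was used as a block only in alternatives, and the closing section gives the check of whether these numbers pair the libraries.

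The tests, the rule for naming genes and most alternatives were set before the data were examined, and the alternatives added later are named as such in the closing section. They cover the set of gene models counted, the minimum of reads, the size of change, scaling to the library total, normalization, the test, the scale of day, the run term, each run alone, the replicate block and each library left out in turn.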

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

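None of the tests in this part was chosen only after the result was seen, except the fits with the share of mitochondrial reads as a further or tested term, the comparison of shuffles by that share, and the correlation of the percent increase with that share.

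At day 0, the percent increase in assigned reads was lower in replicate 1, at 14.6%, than in the other 3 libraries, which lay at 16.0% (replicate 2), 16.2% (replicate 3), and 16.2% (replicate 4). Its gap to the nearest of the others was 0.846 of the range of the group, above the critical value of 0.829 for 4 samples. It was the only library of the 10 tests made at days 0 and 3 to lie that far out, and chance gives such a gap in about 1 of 20 groups. Replicate 1 also had the highest share of reads on mitochondrial models of the 4 libraries, 0.809% of HSAL51 reads against 0.767%, 0.756%, and 0.749%. Across libraries the percent increase was lower where this share was higher, with r = −0.66 in the run where the relation was weaker. Replicates 1 and 2 were both sequenced in run 1 and replicates 3 and 4 in run 2. The gap lies between the 2 libraries of run 1, so a shift between runs does not account for it. The critical value assumes 1 common spread, however. Over all days, the percent increase varied more in run 1 (SD 1.65, n = 14) than in run 2 (SD 0.815, n = 12). A wider spread in run 1 thus stays open. In run 1, replicate 1 was below replicate 2 on 5 of 6 days, day 0 itself included (exact two-sided sign-flip permutation test, p = 0.0625). Because day 0 is among these days, the count is not independent of the gap. What the replicate number marks and a difference in the state of the library are candidate explanations, and chance stays open too. The 4 libraries carry the same day on their labels, so no biological explanation was tested.

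The paper does not test the day of these libraries. With the sequencing run as a term, 2598 of 10982 genes changed with day in HSAL51 (1645 rising and 953 falling, edgeR's quasi-likelihood test with Benjamini-Hochberg adjusted p under 0.05). In HSAL50, 2351 of 10823 genes did (1400 rising and 951 falling). The excess of rising genes in HSAL51 depended on the fit. It nearly vanished with day on a linear scale (506 rising and 500 falling). It was reversed without the run term (322 and 349), without day 0 (266 and 303), and in run 2 alone (4 and 13). The other alternatives, such as run 1 alone (268 and 166), kept it. A total of 2213 genes were called in both annotations, each with the same direction. Of the 385 genes called in HSAL51 only, 285 were tested in HSAL50, and 275 of these had an adjusted p under 0.1 there, and 96 of the 385 were new or merged models. Another 138 genes were called in HSAL50 only. The median size of the log2 slope per unit of log2(day + 1) was 0.06 among the genes called in HSAL51, so most changes were small. These counts depend on single libraries. Without day 0 replicate 2, 1203 genes were called in HSAL51 and 1017 in HSAL50, without day 85 replicate 1 1359 and 1150, and without day 0 replicate 1 1530 and 1387. Without day 31 replicate 2, 3812 and 3634 genes were called.

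Among the genes with the smallest p that rose, *black* (LOC105184159) had a log2 slope of 0.20 (standard error 0.03, adjusted p = 2.15e-05 from edgeR's quasi-likelihood test), and *Sgt1* (LOC105185788) had a slope of 0.07 (standard error 0.01, adjusted p = 0.000114). Among those that fell, LOC105191652 had a slope of −0.31 (standard error 0.03, adjusted p = 7.30e-06), and LOC105181011 had a slope of −0.08 (standard error 0.01, adjusted p = 2.00e-05). LOC105185529, LOC105187584, and LOC112589272 rose with slopes between 0.18 and 0.35, and LOC105189844, LOC105189843, and LOC105189828 fell with slopes of −2.80, −3.27, and −2.55. Of the genes called in HSAL51 but not in HSAL50, LOC112590277 had the smallest p, with a slope of 0.06 (standard error 0.01, adjusted p = 0.000311) in HSAL51 and 0.03 (adjusted p = 0.198) in HSAL50, where it had 3436 reads against 32917. The others named by the same rule were LOC105188400, LOC105182142, LOC105183777, and *Rho1* (LOC105190197), with slopes between −0.04 and 0.08. Each of these 15 genes remained called in all 26 fits that left out 1 library.

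Of 100 orders of the days, 99 shuffled within runs and the real one, 2 gave as many called genes in HSAL51 and 2 in HSAL50, the real order included. The shuffles were drawn again once so that both annotations used the same ones, and the draw kept is the less favourable one for HSAL51. The median over shuffles was 0 genes. The other order with as many called 4059 genes in HSAL51 and 3926 in HSAL50. It was correlated with the share of mitochondrial reads (r = −0.52 across the libraries, against 0.23 for the real days), and the next highest shuffle called 69 and 62 genes. None of the other shuffles was correlated with the share as strongly. In fits with run and day as terms, 6476 of 11067 genes in HSAL51 and 6284 of 10901 in HSAL50 changed with the share itself, so many genes go with it. Whether this is why that order called so many genes was not tested. With the share as a further term, 1825 genes were called in HSAL51 and 1702 in HSAL50, and 63.3% of the genes called without this term in HSAL51 were still called with the same direction, so this axis is not the whole source of the genes called. Of the 431 genes called in run 1 alone and tested in run 2, 96.8% had the same direction in run 2, against 73.0% of 10324 other genes. This goes against a trend private to 1 run, but genes vary together and are not separate checks. A technical axis that follows day in both runs would give the same agreement. A test of a difference in slope between runs called 0 genes in HSAL51 (1047 of 11157 genes at an unadjusted p under 0.05) and 0 in HSAL50 (1001 of 10986 genes). Both counts at the unadjusted level are above what that level gives without any difference. Run 2 alone called 17 genes in HSAL51, so 0 adjusted calls do not show equal slopes. What stays open is what the days stand for. Age, time since an event in the colony, and other differences between ants taken on different days cannot be separated by these labels, and any batch of dissection or library making is not given. Within each run, the libraries are numbered in series, through most of which the number rises with day. If these numbers mark the order of handling, an effect of that order cannot be told apart from day. A change of the worker brain with the labeled day is consistent with these tests and remains a hypothesis, found and tested on the same libraries.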

How the results depend on the processing

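The following were chosen only after the result was seen: leaving out the merged model LOC105188517.LOC112589549, the share of mitochondrial reads as a further term, the comparison of runs without the 10 genes with most reads or with day as a term, the replicate block within run 1, and the run and replicate terms in the relation of the percent increase with day. The other alternatives were planned.

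The increase in assigned reads stayed past its test's threshold under each alternative, with a median between 10.2% (shared identifiers only) and 16.4% (run 2 only), 13.7% without the merged model, and from 15.0% to 15.4% with each library left out in turn. The depth of these libraries was not varied, so whether it affects the size of the increase was not tested.

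The number of genes with at least 10% more reads (1689) or fewer (189) stayed within 1.5 times these counts with either run alone, without a minimum of reads, and with a minimum mean of 100 reads. With each library left out it ranged from 1683 to 1691 and from 189 to 191. Counting any change gave 5334 and 1816 genes, and a change of at least 50% gave 457 and 109, as the wider and stricter limits dictate. With reads divided by the library total, 870 genes had more and 7807 fewer, since this divides each gene by a total that grew by 0.20 on the log2 scale.

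The same scaling reversed 9 named genes or models whose raw reads rose by less than that shift. Their log2 ratios became −0.029 for *Ref1*, −0.066 for *Mocs1*, −0.19 for *wdp*, −0.20 for *Tsf1*, −0.19 for *bdl*, −0.10 for *Gp150*, −0.16 for LOC112588339.LOC112588340, −0.12 for LOC105183483.LOC105183422, and −0.20 for LOC105189993.LOC112588321. Of the 148 values of 37 named genes under alternatives, 136 kept direction and side of the threshold, and 3 moved past it (*GluRIB*, *dsx*, and *Ilp2*, again under this scaling).

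The difference between runs in the percent increase (2.11 percentage points) was 0.930 points at day 0, where 2 against 2 libraries cannot pass the threshold. It was 0.946 points with shared identifiers only, 2.09 without mitochondrial models, 2.18 with log2(day + 1) as a further term, and from 1.89 to 2.33 with each library left out. The correlation of the percent increase with day stayed short of the threshold on a linear scale of day, for shared identifiers only, without mitochondrial models, within each run, and with each library left out. With the run as a term the partial correlation was −0.39 (permutation p = 0.0520), and with the replicate block and the run as terms it was −0.47 (permutation p = 0.0388), past the threshold before adjustment only.

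The number of genes changing with day, 2598 in HSAL51 and 2351 in HSAL50, moved by more than 1.5 times under the following alternatives. Without the run term it was 671 and 633, with day on a linear scale 1006 and 954, and for these the cause was not tested. With fewer libraries it was 434 and 271 (run 1 only), 17 and 18 (run 2 only), and 569 and 500 (without day 0). With each library left out it ranged from 1203 (without day 0 replicate 2) to 3812 (without day 31 replicate 2) in HSAL51 and from 1017 to 3634 in HSAL50, for the same libraries. Further libraries whose absence lowered it by over 1.5 times were day 0 replicate 1 (1530 and 1387) and day 85 replicate 1 (1359 and 1150), and the cause was not tested. RLE normalization, the other filters, DESeq2's Wald test, days 0 to 11 against days 21 to 85, and leaving out mitochondrial models kept it within 1.5 times. For the 15 genes named for their change with day, 174 of 201 values under alternatives other than leaving out 1 library kept direction and side of the threshold, and 27 kept the direction only, 11 of those in run 2 alone. The rising and falling genes were chosen for the same direction in both runs, so their direction in either run alone was fixed by that choice. Genes that a filter removed under an alternative have no value there.

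The labels do not say what a replicate number marks. By their library numbers, replicates 1 and 2 of days 11, 21, 31, and 85 lie in separate series of run 1. Those of days 0 and 3 lie in the same series. In run 2, replicates 1 and 2 lie in separate series too. For each of 2 days, the deviations of replicates 1 and 2 from their mean were correlated across 10705 genes, which are not independent replicates. Within run 1, all 10 pairs among days 0, 11, 21, 31, and 85 had r between 0.17 and 0.63, so libraries with the same number deviated together there, while the 5 pairs with day 3 had r between −0.39 and −0.05. Within run 2, r lay between −0.24 and 0.14, with 1 of 10 pairs over 0.1, and between runs from −0.34 to 0.39, with 12 of 30 pairs over 0.1. The number thus follows a shared axis in part of run 1, and not across all days. The series go with part of this pattern only, since day 0 deviated with days 11, 21, 31, and 85. With the replicate number as a block and the run term (replicate block), 2157 and 2021 genes changed with day. Replicates 3 and 4 exist only at day 3 in run 1 and at day 0 in run 2. The block thus partly overlaps with day in each fit that uses it. Within run 1 alone, the replicate block gave 457 genes in HSAL51 and 346 in HSAL50.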

Other observations

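The tests on neighbouring gene models, on the gain per gene between runs, with run, replicate or day as a term for the percent increase, on the merged model LOC105188517.LOC112589549, on replicate number with the share of mitochondrial reads, and of the difference between runs without the 10 genes with most reads were chosen only after the result was seen. LOC105188079 and LOC105188077 were also named after their values were seen.

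Of the shared gene models, 109 lost at least 50% of their reads in HSAL51 (26 of them had 0 reads left), together 1736925 reads. LOC105188079, from 614457 to 217843 reads, and LOC105188077, from 363187 to 21421, made up 42.5% of this loss. For 0 of the 109 genes there was a model of HSAL51 that gained between 0.9 and 1.1 times the lost reads in every library. A model that took these reads and gained others as well would be missed by this limit, so a move of reads to another model stays open. The neighbours of these genes had often changed. For 79.8% of the 109 genes, a gene next to it in the table of gene names changed by at least 1% in reads, against a median of 51.4% in 10000 sets matched on mean reads (highest 70.6%, one-sided permutation test over the sets, p = 0.0001, the smallest they can give). A candidate explanation is that a neighbouring model in HSAL51 now covers the gene, and that reads overlapping both are dropped by the counting. The median gain of the neighbours was 0.0831 of the lost reads, and for 24 of the 109 genes they gained at least as many reads as were lost, while models new in HSAL51 have no place in that table. The exon structures that would decide this were not used here, and the counts alone do not show which models overlap. No biological explanation was tested, since both counts come from the same libraries.

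The merged model LOC105188517.LOC112589549 gained 4759380 reads over its parts. Across libraries, the gain followed the reads of the parts, both divided by the library total on the log2 scale (r = 0.99 and Spearman's rho = 0.94 in run 1, r = 0.98 and rho = 0.95 in run 2, permutation p = 1e-05 for each, the smallest that 100000 resamples can give). Adjusted over 12 relations, p was 1.33e-05, and without the 2 libraries farthest from the median r was 0.97 and 0.98. Over all libraries, 0 of 8871 other genes followed the parts as closely. This argues against reads from a separately controlled transcript, with r = 0.98 in the weaker run. A transcript that rises and falls together with the parts stays open. No biological explanation was tested.

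Without a term for the run, the percent increase in assigned reads had a correlation with log2(day + 1) of r = −0.25 (permutation p = 0.215) and rho = −0.16 (p = 0.420) over 26 libraries. It was r = −0.47 (p = 0.0851) and rho = −0.54 (p = 0.0502) in run 1 and r = −0.26 (p = 0.417) and rho = −0.17 (p = 0.609) in run 2. The smallest of the 6 p-values was 0.255 after Benjamini-Hochberg adjustment. Without the 2 libraries farthest from the median day, r was −0.26 over all libraries, −0.37 in run 1, and −0.35 in run 2. The difference in slope between runs had a permutation p of 0.226. These pooled values ignore that the runs differ. With the run as a term and residuals permuted within runs, the percent increase fell by 0.246 points per unit of log2(day + 1) (partial r = −0.39, permutation p = 0.0520). With the replicate number as a block as well, partial r was −0.47 (permutation p = 0.0388), though this block partly overlaps with day. Adjusted over all 8 tests, p was 0.139 for both. A decline with day is thus neither shown nor excluded.

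The percent increase was larger in run 2 than in run 1. For shared gene models, the difference was 0.946 percentage points. A value computed for each library from the genes it expressed, with each gene gaining by 1 fixed ratio in all libraries, gave 1.18 points, and the observed difference minus the computed one was −0.24 (two-sided permutation test, p = 0.153). This covers shared models only, and the models new in HSAL51 and the merged models, which bring the difference to 2.11 points, were not covered. The gain per gene was not the same in both runs. Of the 1689 genes with at least 10% more reads, 232 (13.7%) had a log2 ratio that differed between runs (two-sided permutation test with Benjamini-Hochberg adjusted p under 0.05), 52 larger and 180 smaller in run 2, with a median difference of 0.046 in size. Most of these changes, and the sum over shared models, go against the larger increase in run 2. For shared models, different genes in the libraries of each run are thus a candidate explanation, while a different gain per gene would lower the difference. The difference did not rest on a few genes with many reads, as it was 1.60 percentage points for all models without the 10 genes with most reads (two-sided permutation test, p = 0.0007). A trend with day was not its source either, since the days of the runs interleave and the difference was 2.18 points with log2(day + 1) as a further term (permutation test, p = 0.0002). The share of mitochondrial reads was higher in run 1, at 0.940% ± 0.193 (SD, n = 14), than in run 2, at 0.781% ± 0.0769 (SD, n = 12). Within each run, the percent increase was lower where this share was higher (r = −0.91 in run 1 and −0.66 in run 2). This goes in the direction of the larger increase in run 2, so library quality that goes with the share stays open. Whether the share accounts for the difference was not tested. Ants or brains that differ between runs in another way than by the day on their labels also stay open, and were not tested.

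In run 1, replicate 2 had the larger percent increase in 5 of 6 days, with a mean difference of 2.18 ± 2.11 percentage points (SD, n = 6 days, exact two-sided sign-flip permutation test, p = 0.0625, where the smallest possible p is 0.0312). In run 2 it did in 3 of 5 days (exact permutation test, p = 0.5, where the smallest possible is 0.0625). The share of mitochondrial reads was lower in replicate 2 in all but 1 of the 6 days of run 1. The percent increase was negatively correlated with this share, with r = −0.91 and rho = −0.91 in run 1 (adjusted permutation p = 1.33e-05 and 2.40e-05) and r = −0.66 and rho = −0.76 in run 2 (adjusted p = 0.0210 and 0.00617). Without the 2 libraries farthest from the median share, r was −0.85 in run 1 and −0.80 in run 2. Library quality that goes with this share is a candidate explanation of the spread between replicates. What the share stands for was not measured, and the difference by replicate number itself was not past the threshold. No biological explanation was tested, since replicates of a day carry the same condition.

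LOC105189843, LOC105189844, and LOC105189828 had reads mainly at days 0 and 5. LOC105189843 had 31041, 14119, and 9378 reads in HSAL51 in day 0 replicates 1, 2, and 4, and 4942 and 1944 in the day 5 replicates, but 0 in day 0 replicate 3. The other 2 genes had 2 and 0 reads in day 0 replicate 3. At day 3 LOC105189843 had at most 182 reads, and from day 9 on at most 14. A score over 2822 other genes called in the fit without day 0 replicate 3 placed it at rank 4 of the 12 libraries of run 2, between the 2 day 5 libraries (ranks 2 and 5). A rank before or among those had been set down as speaking against a mislabelled day. Its score of −0.39 lay between day 9 replicate 1 (−0.44) and day 5 replicate 1 (−0.38), while day 0 replicate 4, which had a part in choosing the genes, was at −1.08. This was seen only after the test and leaves the question open. A mislabelled day between the libraries of days 5 and 9, or a day 0 ant without these transcripts, cannot be told apart here, because its score lies among those of days 5 and 9 and the day 9 libraries also had 0 reads on these genes. The label was kept. The calls of these 3 genes held in all 26 fits that left out 1 library, day 0 replicate 3 included.

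Among the 21 genes named in the paper, whose statements concern other samples or the models themselves, 18 had more reads in HSAL51 in the worker brain libraries, and *GluRIB*, *dsx*, and *Ilp2* did not change past the threshold. *GluRIB* was matched by its symbol alone to LOC112589091, which had 7758 reads in both annotations. The paper gives no identifier and does not write the name in a single way, so the match is uncertain, and its statement on this gene concerns single cells. The median ratio was 1.16, and 6 genes had at least 2 times as many reads. *egh* (LOC105184240) rose from 1522 ± 245 to 2920 ± 417 reads per library (SD, n = 26), a log2 ratio of 0.94 ± 0.08, higher in 26 of 26 libraries (two-sided paired sign-flip permutation test, p = 1.09e-05 adjusted over 37 genes). *CycG* (LOC105185456) rose by a log2 ratio of 1.08 ± 0.05, *VGlut* (LOC105183414) by 1.73 ± 0.21, *nSyb* (LOC105189534) by 1.14 ± 0.07, *toy* (LOC105180589) by 1.15 ± 0.18, *Gad1* (LOC105187832) by 0.98 ± 0.10, and *VAChT* (LOC105190826) by 0.61 ± 0.05, each in 26 of 26 libraries. *Mlf* (LOC105190218) rose by 0.21 ± 0.01 and LOC112589360 by 0.63 ± 0.09. *Ref1*, *Mocs1*, *Gp150*, *wdp*, *Tsf1*, *bdl*, and the merged model LOC112588339.LOC112588340 had more raw reads by a log2 ratio of at most 0.17, but fewer when divided by the library total. LOC112590028 rose from 598 to 1383 reads over all libraries. No biological explanation was tested for these ratios, since both counts come from the same reads.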
